# Cell-type differential targeting of SETDB1 prevents aberrant CTCF binding, chromatin looping, and *cis*-regulatory interactions

**DOI:** 10.1038/s41467-023-44578-0

**Published:** 2024-01-02

**Authors:** Phoebe Lut Fei Tam, Ming Fung Cheung, Lu Yan Chan, Danny Leung

**Keywords:** Epigenomics, Chromatin structure, Gene regulation

## Abstract

SETDB1 is an essential histone methyltransferase that deposits histone H3 lysine 9 trimethylation (H3K9me3) to transcriptionally repress genes and repetitive elements. The function of differential H3K9me3 enrichment between cell-types remains unclear. Here, we demonstrate mutual exclusivity of H3K9me3 and CTCF across mouse tissues from different developmental timepoints. We analyze SETDB1 depleted cells and discover that H3K9me3 prevents aberrant CTCF binding independently of DNA methylation and H3K9me2. Such sites are enriched with SINE B2 retrotransposons. Moreover, analysis of higher-order genome architecture reveals that large chromatin structures including topologically associated domains and subnuclear compartments, remain intact in SETDB1 depleted cells. However, chromatin loops and local 3D interactions are disrupted, leading to transcriptional changes by modifying pre-existing chromatin landscapes. Specific genes with altered expression show differential interactions with dysregulated *cis*-regulatory elements. Collectively, we find that cell-type specific targets of SETDB1 maintain cellular identities by modulating CTCF binding, which shape nuclear architecture and transcriptomic networks.

## Abstract (web summary)

Here, the authors show how the histone methyltransferase SETDB1 is involved in cell-type specific regulation of chromatin landscape by catalyzing H3K9me3, which antagonizes CTCF binding. They further define the subsequent transcriptomic impact.

## Introduction

Dynamic epigenomic regulation is required for establishing and maintaining precise transcriptomic networks. Histone H3 lysine 9 trimethylation (H3K9me3) is a histone post-translational modification involved in heterochromatin formation^1–4^. It participates in repressing transcription of genes and repetitive elements and regulates cellular identities during developmental progression. SET domain, bifurcated 1 (SETDB1), a member of the Suv39 subfamily of H3K9 methyltransferases (HMTases), possesses diverse functions in a plethora of cellular processes. It is critical in maintaining stem cell pluripotency and self-renewal during early development^5,6^. Absence of SETDB1 in mice is lethal at peri-implantation stages^7^. In mouse embryonic stem cells (ESCs), SETDB1 marks and silences class I and class II endogenous retroviruses (ERVs), including IAP, MLV, and ETn/MusD elements, by interacting with the corepressor Krüppel-associated box (KRAB)-associated protein 1 (KAP-1)^8–11^. A recent report found that SETDB1 also acts in concert with NSD proteins to demarcate poised enhancers, which become reactivated upon SETDB1 loss^12^. Interestingly, SETDB1 appears to repress different genes in distinct cell-types^13–17^. Whether this phenomenon extends beyond protein-coding sequences is unclear.

Another important and malleable aspect of the epigenome is the spatial organization of chromatin. Within the nucleus, chromatin is arranged in hierarchical structures, including subnuclear compartments (A/B), topologically associated domains (TADs), and chromatin loops^18–20^. These higher-order chromatin structures function to regulate transcriptional networks in several ways^21^ and their perturbation could result in molecular and whole-organism phenotypes^22,23^. An important factor in controlling 3-dimensional (3D) chromatin structures is the CCCTC-binding factor (CTCF), which mediates loop formation together with the cohesin complexes via the loop extrusion mechanism^24–27^. By facilitating the interaction of distal genomic loci, CTCF can regulate gene expression through controlling physical contacts between enhancers and their target promoters^28,29^. Histone modifications have been shown to associate with chromatin structures^30,31^. Loci marked with H3K9me3 are highly enriched in the B compartments and localized to the nuclear periphery^32,33^. Moreover, in neurons, SETDB1 maintains the integrity of a specific TAD by shielding CTCF docking^34^. However, the precise involvement of H3K9me3 and SETDB1 in global chromatin organization remains elusive.

In this study, we examine H3K9me3 profiles of different mouse cells and tissues from several developmental stages and identify the mutual exclusivity of H3K9me3 and CTCF binding across tissue-types. Integrating transcriptomic, epigenomic, and chromatin structure analyses in wildtype (WT), *Setdb1* conditional knockout (KO), and *Setdb1* catalytic mutant mouse ESC lines, we discover that SETDB1/H3K9me3 regulates the 3D genome architecture by modulating CTCF binding, which is independent of DNA methylation. The loss of SETDB1 and H3K9me3 leads to a dramatic gain of CTCF binding across the genome. These increased binding sites show associated changes in chromatin accessibility and nucleosome organization. Differential CTCF binding sites are enriched with retrotransposons including SINE B2 elements, which are not previously defined as targets of SETDB1^8,16^. While global chromatin structures such as TADs and subnuclear compartments remained largely consistent, perturbation of the local chromatin interactions is detected, which is associated with the dysregulation of genes and repetitive elements. The redistribution of CTCF leads to alterations in 3D chromatin landscapes, which impacts *cis*-regulatory interactions. Notably, the impacted loci are distinct from the previously described poised enhancers co-silenced by SETDB1 and NSDs. Collectively, our results provide insights into an alternative mechanism of SETDB1 and H3K9me3 in regulating chromatin structures and transcription.

## Results

### H3K9me3 enrichment and CTCF binding are mutually exclusive across different mouse tissue-types

Previous studies have reported that H3K9me3 has diverse roles in different tissue- and cell-types. While its involvement in transcriptional repression has been well documented, recent works have suggested this histone modification and its reader proteins Heterochromatin protein 1 (HP1) could influence chromatin structures in alternative ways^31,35^. Moreover, it remains unclear as to whether the enrichment patterns and functions of this heterochromatic mark differs between cell- or tissue-types. To obtain comprehensive profiles of H3K9me3, we analysed ENCODE ChIP-seq datasets across mouse tissues from distinct developmental stages^36^. Nine mouse tissues harvested on embryonic days E14.5, E15.5, E16.5, and postnatal day P0 were included, along with our datasets from mouse ESCs (Supplementary Table 1). We detected no significant differences in the global average signal in each dataset (Supplementary Fig. 1a). However, while a small proportion of H3K9me3 peaks showed ubiquitous enrichment, the majority of peaks were divergent across tissue-types. These tissue-specific H3K9me3 enrichment patterns were retained through developmental stages (Fig. 1a).

**Fig. 1:**
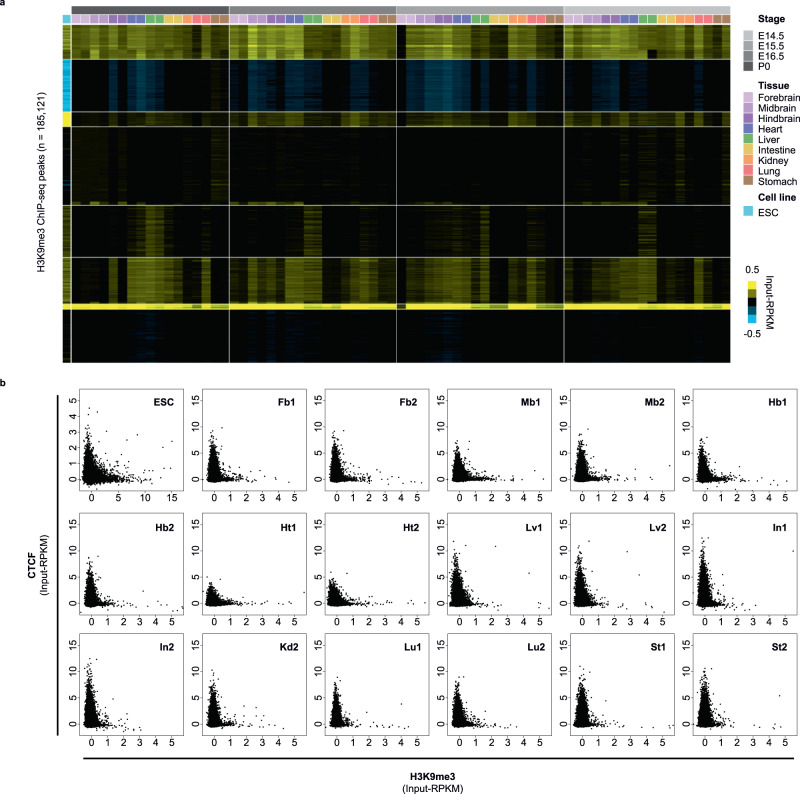
Genome-wide analysis of H3K9me3 and CTCF enrichment in mouse ESCs, embryonic, and postnatal tissues. **a** Heatmap generated by *k*-means clustering (*k* = 8) shows differential H3K9me3 enrichment in different mouse tissue- and cell-types (*n* = 10) at different developmental timepoints (embryonic day E14.5, E15.5, E16.5, and postnatal day P0). All H3K9me3 peaks defined in each sample are included and merged (*n* = 185,121). ChIP-seq signals are displayed as input subtracted Reads Per Kilobase pairs per Million reads (input-RPKM). **b** Scatter plots compare the H3K9me3 and CTCF ChIP-seq signals (input-RPKM) in ESCs and mouse P0 tissues. With the exception of ESCs and kidney, 2 biological replicates were compared for each tissue or cell-type. Each data point denotes a 5 kb window that contains both H3K9me3 and CTCF peaks defined in at least one sample (*n* = 47,172). Overall, we found a mutually exclusive relationship between H3K9me3 and CTCF enrichment. Tissue-types included are Forebrain (Fb), Midbrain (Mb), Hindbrain (Hb), Heart (Ht), Liver (Lv), Intestine (In), Kidney (Kd), Lung (Lu),  and Stomach (St). Source data are provided as a Source Data file.

To understand the role of the differential H3K9me3 in distinct tissues, we investigated the presence of sequence features. Transcription factor (TF) motif enrichment analysis revealed that the H3K9me3 peaks were significantly enriched with many motifs in different tissues/cells (Supplementary Fig. 1b). Some motifs corresponded to TFs with reported relationships with H3K9me3 and its HMTases. For instance, KRAB domain-containing zinc finger (KRAB-ZNF) TFs, which show lineage-specific expression, could be responsible for differential recruitment of key co-factors for SETDB1, such as KAP-1 and YY1^10,37^. Notably, we observed the significant enrichment of several TF motifs in most of the samples, including BACH1, CTCF, NFκB, NRF2, and YY1. Integrating the corresponding RNA-seq datasets^36,38^, we discovered that only CTCF was both highly expressed and had significantly enriched motifs across all tissues/cells. It was surprising that this motif, which was generally associated with active epigenetic signatures and opened chromatin states^39^, was found within H3K9me3-marked regions. Given previous studies had suggested an inverse relationship between H3K9 methylation and CTCF binding at particular loci^34,40^, we decided to assess the genome-wide enrichment patterns of H3K9me3 and CTCF across all available samples. Analysing all tissues at P0 and ESCs, we found a striking mutual exclusivity of H3K9me3 enrichment and CTCF binding (Fig. 1b). Loci with high CTCF signal were devoid of H3K9me3. This relationship was consistently observed across all tissues/cells. Moreover, some cell/tissue-type specific H3K9me3 peaks showed discordant CTCF binding. The same locus was either marked by H3K9me3 or CTCF in different tissues but not by both (Supplementary Fig. 1c). Taken together, our analysis suggested that H3K9me3 globally modulates CTCF binding in different tissues/cells.

### SETDB1/H3K9me3 can prevent CTCF binding independently of DNA methylation

To study the mechanistic relationship between H3K9me3 and CTCF, we conducted subsequent functional analyses in ESCs. The H3K9me3 within the facultative heterochromatin is primarily catalysed by SETDB1. Therefore, we performed ChIP-seq for H3K9me3 and CTCF in WT and *Setdb1* conditional knockout (*Setdb1* KO) cells. 

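CTCF, the zinc finger protein that binds insulators and loop anchors, was mapped by ChIP-seq in WT ESCs and in ESCs from which *Setdb1* had been deleted with 800 nM 4-OHT for 4 days before harvest on day 6. The 2 CTCF peak lists that the authors called with MACS2 were analysed, 1 library per condition, so that no replicate error and no test between the conditions can be given. The WT list holds 44241 peaks with a median length of 343 bp, which cover 16.4 Mb, and the *Setdb1* KO list holds 59698 peaks with a median length of 385 bp, which cover 25.1 Mb. For each peak the deposited lists give its position in mm10 (GRCm38), the offset of its summit, and the authors' fold enrichment over background, -log10 p and -log10 q. A *Setdb1* KO peak that overlapped a WT peak by at least 1 bp was taken as shared and any other as KO-only, and WT-only peaks were defined the same way. The authors' increased CTCF peaks were defined from read counts, which the lists do not hold, and are a different measure from KO-only peaks. The whole number of fragments over each summit (its pileup) and the background were solved from the fold enrichment and the p, and recovered the listed -log10 p to within 0.001 for 100% of WT peaks and 99.99% of *Setdb1* KO peaks. With the fragment sizes of 186 bp in WT and 193 bp in *Setdb1* KO, the lowest background corresponds to 27.4 M tags in the WT library and 27.6 M in the *Setdb1* KO library. Intervals beside shares are Wilson 95% intervals, intervals beside ratios of pileups are exact Clopper-Pearson 95% intervals, and both cover counting error only.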

Strikingly, upon *Setdb1* deletion and loss of H3K9me3, a global gain of CTCF binding was detected (Fig. 2a and Supplementary Fig. 2a, b). This phenomenon was not due to elevated transcription or protein levels of CTCF (Supplementary Fig. 2c, d). 

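In the *Setdb1* KO list, 17209 CTCF peaks had no overlapping WT peak, which is 28.8% of that list (95% interval 28.5 to 29.2). In the WT list, 1426 peaks had no overlapping *Setdb1* KO peak, or 3.22% (3.06 to 3.39). At 41869 sites that pair 1 peak of each list, the median ratio of the *Setdb1* KO pileup to the WT pileup was 1.36, with quartiles of 1.17 and 1.61. A higher ChIP enrichment of the *Setdb1* KO library at all sites would also raise this ratio and the KO-only count. With 1 library per condition it cannot be told apart from a gain of binding. The KO-only peak with the highest fold enrichment, 24.8, lies at a promoter of *Svil*, which encodes the actin-binding protein supervillin, on chromosome 18 from 5114464 to 5115020. Another lies at a promoter of the dipeptidase gene *Dpep3* on chromosome 8 from 105979210 to 105979722, with a fold enrichment of 23.7. On chromosome 6, a KO-only peak from 122649833 to 122650256 with a fold enrichment of 22.6 lies 19.8 kb from *Dppa3*, a gene expressed in naive pluripotent cells. Introns of *Flt1*, which encodes a receptor of VEGF, hold a KO-only peak on chromosome 5 from 147653477 to 147653903 with a fold enrichment of 22.2. *Caln1* on the same chromosome holds KO-only peaks from 130833153 to 130833835 and from 130595127 to 130595499, with fold enrichments of 22.0 and 21.6. *Dsg3*, a desmosomal cadherin gene on chromosome 18, and *Myom3*, a gene of the sarcomere on chromosome 4, hold KO-only peaks with fold enrichments of 21.8 and 21.7. Further KO-only peaks among the 10 highest lie on chromosome 5 at 125908322, 116 kb from *Tmem132b*, and at 126708174 within 1700081B01Rik. With equal numbers of peaks taken from the top of both lists by -log10 q, 5185 peaks were KO-only and 4814 were WT-only. The equal length by itself removes most of the difference, so these counts do not show whether binding was gained. With the *Setdb1* KO pileups divided by the median ratio, 15386 were KO-only and 1656 WT-only. With that division and -log10 p of at least 10 in both lists, the counts were 5600 and 2826. Both of these settings were added after the lists were seen. The paper reports a gain of CTCF binding across the genome (Fig. 2a), and, from the gain of CTCF at loci that lose H3K9me3 together with similar changes of SMC3, it proposes that SETDB1 and H3K9me3 hinder CTCF and cohesin.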

The vast majority of increased CTCF peaks were observed at loci with concomitant H3K9me3 loss (2356/2669) (Supplementary Fig. 2e). Loci with increasingly significant gains of CTCF binding had concordantly larger degrees of H3K9me3 reduction (Fig. 2b). We also conducted ChIP-seq for SMC3, a subunit of the cohesin complex, in WT and *Setdb1* KO cells, which revealed similar changes (Fig. 2c and Supplementary Fig. 2f). This suggested that SETDB1/H3K9me3 played a role in hindering CTCF and cohesin binding.

**Fig. 2:**
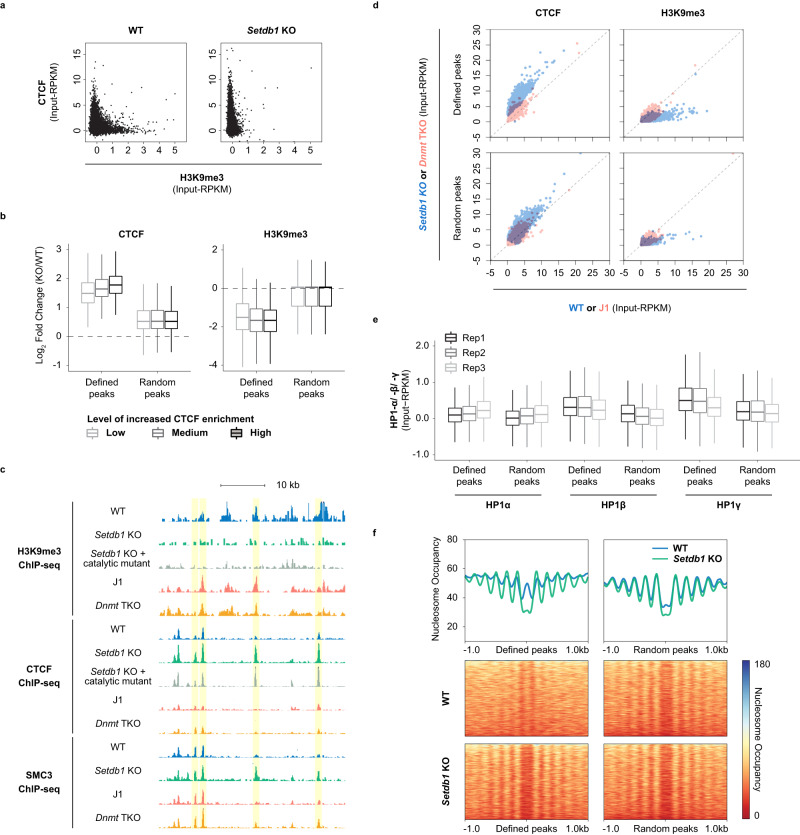
SETDB1/H3K9me3-dependent regulation of CTCF binding. **a** Scatter plots illustrate H3K9me3 and CTCF ChIP-seq signals (input-RPKM) in WT and *Setdb1* KO ESCs. Each data point indicates a 5 kb window with co-occupancy of H3K9me3 and CTCF peaks in either cell line. **b** Box plots show the association of increased CTCF binding and reduced H3K9me3 enrichment. The degree of change is represented as log_2_-transformed fold change (*Setdb1* KO/WT) of CTCF and H3K9me3 ChIP-seq signal (RPKM) at increased (defined) or number-matched random CTCF peaks. The three incremental levels of increased CTCF enrichment are based on increasing significance calculated by one-tailed Fisher’s Exact test (low: *q* < 5e−4, *n* = 2669; medium: *q* < 1e−5, *n* = 1126; high: *q* < 1e−7, *n* = 445). Boxes contain the 25th to 75th percentiles of dataset, the centre line denotes the median, and the whiskers show the lowest and highest values without outliers. **c** A genome browser screenshot demonstrates regions with H3K9me3 loss-dependent increased CTCF binding (yellow shading) on chromosome 5 (chr5:147,110,000-147,150,000), along with increased SMC3 signal. No notable gain of CTCF binding is observed in *Dnmt* TKO. H3K9me3, CTCF, and SMC3 ChIP-seq tracks are displayed as input subtracted RPKM values, with y-axis ranging from 0–5, 0–10 and 0–15, respectively. **d** Scatter plot shows a substantial increase of CTCF signal in *Setdb1* KO but not in *Dnmt* TKO. Each dot denotes an increased (defined) or number-matched random CTCF peak (*n* = 2669). **e** Box plot illustrates increased CTCF binding sites are originally more compact with HP1γ enrichment. HP1α, β, and γ ChIP-seq signals are displayed as input subtracted RPKM in WT mouse ESCs^43^ at increased and number-matched random CTCF peaks (*n* = 2669). Boxes contain the 25th to 75th percentiles of dataset, the centre line denotes the median, and the whiskers show the lowest and highest values without outliers. **f** Aggregation plots and heatmaps of MNase-seq data show the patterns of nucleosome occupancy (normalized reads) surrounding (±1 kb) increased or number matched random CTCF peaks (*n* = 2669) in WT and *Setdb1* KO ESCs. Source data are provided as a Source Data file.

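Of the 7 CTCF peaks listed in *Setdb1* KO ESCs between 147110000 and 147150000 on chromosome 5, 6 were also listed in WT ESCs and 1 was KO-only. Each of the 6 shared sites held more fragments in the *Setdb1* KO library than in the WT library. In all they held 446 against 198, a ratio of 2.25 (95% interval 1.90 to 2.68). The pileups of all shared sites of the genome gave a ratio of sums of 1.38. The paper shows this region for its increased CTCF binding in these cells, so a ratio above that of the genome follows in part from the choice. The median ratio of the 6 sites was 1.93, and that of all 339 shared sites from 145 Mb to the end of the chromosome was 1.61. The site with its summit at 147133303 held 80 fragments in *Setdb1* KO and 13 in WT, a ratio of 6.15 (3.40 to 12.1). The sequence within 50 bp of that summit held no CTCF motif above the threshold used. The 5' part of SINE B2 was found within 100 bp of that summit, and also at the shared site at 147119639. At 147147539 the pileup was 92 in *Setdb1* KO and 33 in WT (ratio 2.79, 1.85 to 4.29), and at 147121338 it was 102 and 51 (ratio 2.00, 1.42 to 2.86). The remaining shared sites, at 147114929, 147115799 and 147119639, had ratios of 1.62, 1.67 and 1.87, and the interval of the first of these, 0.953 to 2.82, includes 1. The KO-only peak spans 147141409 to 147141619, 29.9 kb from *Polr1d*, which encodes a subunit of RNA polymerases I and III, and had 19 fragments over its summit.

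**Figure D1:**
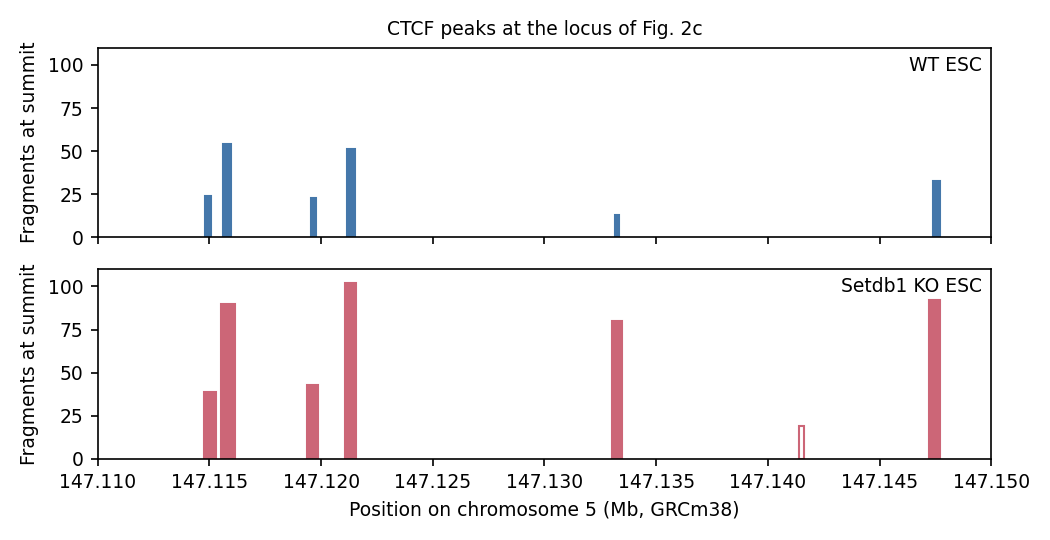
Fragments over the summit of each CTCF peak (vertical axis) at its position on chromosome 5 in Mb (horizontal axis), in WT ESCs (top) and *Setdb1* KO ESCs (bottom). Filled bars are peaks found in both lists and the open bar is the KO-only peak, and the bar at 147133303 rises from 13 fragments in WT to 80 in *Setdb1* KO.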

To further delineate the mechanism, we conducted integrative analysis to define the changes of other epigenomic features. We discovered that in *Setdb1* KO cells, the increased CTCF binding sites were associated with DNA hypomethylation, indicated by lower levels of both 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) (Supplementary Fig. 2f). This finding was consistent with the known inhibitory role of DNA methylation on CTCF recruitment^41,42^. 

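A CTCF motif was found within 50 bp of the summit in 36.7% of KO-only peaks (95% interval 35.9 to 37.4) and in 66.3% of shared *Setdb1* KO peaks (65.8 to 66.7). The difference goes with enrichment: in the lowest tercile of the list by fold enrichment the shares were 31.7% (30.9 to 32.5) and 33.0% (31.9 to 34.2). With the motif threshold at the 95th percentile of the control windows they were 55.5% and 83.0% over all peaks, and over all alternatives the share of KO-only peaks ranged from 26.4%, with windows of 100 bp, to 57.9%, with KO pileups divided by the median ratio and a −log10 p of at least 10, an alternative chosen after seeing the data. Counted from the first C of the 14 bp core, CpG at position 12 was present in 28.9% of the motifs of KO-only peaks and in 38.0% of those of shared peaks. CpG at position 2 was present in 1.38% of the motifs of KO-only peaks and in 5.17% of those of shared peaks. Within the tercile of the *Setdb1* KO list with the lowest fold enrichment, position 12 held CpG in 27.8% of KO-only motifs (26.5 to 29.1) and 27.4% of shared motifs (25.5 to 29.4), and position 2 in 1.48% (1.16 to 1.88) and 5.23% (4.34 to 6.30). Among the KO-only peaks with CpG at position 2, that with the highest fold enrichment, 16.3, lies on chromosome 5 from 147806418 to 147806747, 53.9 kb from *Pomp*, a gene for a proteasome maturation factor, and its motif reads ACGGAAGAGGGCGC. Another, 43.4 kb from *Scarb1*, which encodes a receptor for high-density lipoprotein, reads CCGTAAGAGGGAGC. The KO-only peak at a promoter of the imprinted gene *Meg3* on chromosome 12 from 109541957 to 109542444 reads CCGCAAGAGGGCGC at 109542170 to 109542183. The 3 peaks with CpG at position 2 were chosen after their values were seen. At that lower threshold, position 2 held CpG in 2.61% of KO-only motifs and 6.14% of shared motifs, a smaller contrast.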

We noted that the consensus motif of increased CTCF peaks contained a CpG dinucleotide at position 12, which was potentially subjected to DNA methylation (Supplementary Fig. 2g). Given that previous studies have shown interplay between H3K9me3 and DNA methylation in the context of genes and repetitive elements silencing^16^, we next asked if the increased CTCF binding was a consequence of DNA hypomethylation or H3K9me3 loss. We integrated ChIP-seq datasets for H3K9me3, CTCF, and SMC3 from *Dnmt* triple knockout (*Dnmt1*^*-/-*^, *Dnmt3a*^*-/-*^, *Dnmt3b*^*-/-*^) (*Dnmt* TKO) ESCs and its corresponding WT line (J1)^40^. The genome of these mutant ESCs was devoid of DNA methylation but H3K9me3 patterns are largely unchanged^16^. Remarkably, the loci with gained CTCF binding in *Setdb1* KO cells exhibited only subtle difference of CTCF enrichment in *Dnmt* TKO, similar to randomly selected CTCF peaks (Fig. 2c, d). Moreover, we confirmed that WT levels of H3K9me3 were retained in *Dnmt* TKO cells. While we did observe loci with gained CTCF binding in the *Dnmt* TKO cells, the majority were different from those defined in *Setdb1* KO, with only 6% of increased CTCF peaks in common (Supplementary Fig. 2i, j). Taken together, our results suggested that H3K9me3 can prevent aberrant CTCF binding independently of DNA methylation and the sole loss of 5mC was insufficient to induce the observed changes at H3K9me3-marked regions.

To determine if this phenomenon is dependent on SETDB1’s structural presence or on H3K9me3, we performed H3K9me3 and CTCF ChIP-seq in two ESC lines harbouring catalytic mutant versions of SETDB1 (2 clonal lines with *Setdb1*^C1243A^)^8^. Those peaks that showed increased CTCF binding in *Setdb1* KO cells, similarly exhibited higher ChIP-seq signals in both of the catalytic mutant lines (Fig. 2c and Supplementary Fig. 2b). As H3K9me3 could lead to chromatin compaction by recruiting HP1, we also analysed publicly available HP1 ChIP-seq data^43^. Indeed, we found that loci with gained CTCF binding upon SETDB1 depletion, possessed higher HPγ enrichment levels in WT ESCs (Fig. 2e). Taken together, the results revealed that H3K9me3, at least in part via HP1 recruitment, functions to antagonize CTCF binding to particular sites.

Since the loss of H3K9me3 could cause alterations to chromatin states, we conducted ATAC-seq in WT and *Setdb1* KO ESCs. Concordant with its binding characteristics, CTCF peaks with increased signal upon *Setdb1* deletion also significantly gained chromatin accessibility (Supplementary Fig. 2f). We proposed that in WT cells, H3K9me3-marked nucleosomes within the region are compacted and block CTCF binding. Therefore, we carried out MNase-seq to measure changes in nucleosome positioning. Among the increased CTCF binding sites, WT ESCs had higher nucleosome occupancy within the peak and no clear patterns of organization of the flanking nucleosomes. Upon loss of H3K9me3, these loci became depleted of nucleosomes and thus more accessible. We also observed a reorganization of nearby nucleosomes with an evident oscillating pattern, previously described to be associated with CTCF binding to chromatin^44,45^ (Fig. 2f). Together, these data revealed the impact on chromatin states accompanied by dysregulated CTCF binding upon SETDB1/H3K9me3 loss.

### SETDB1 represses SINE B2 elements by blocking CTCF binding

Transposable elements are known to contribute to genomic evolution by providing a repertoire of novel TF binding sites^46–49^. Specifically, short nuclear interspersed element (SINE) B2-B4 subfamilies were shown to contribute species-specific CTCF binding motifs^20,50,51^. Given that one of the primary functions of SETDB1 in ESCs was in silencing repetitive elements, we asked whether the increased CTCF binding was occurring at derepressed retrotransposons by assessing the underlying sequence features of CTCF ChIP-seq peaks. As expected, among all CTCF peaks, SINE elements were significantly enriched (Fig. 3a). 

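The tRNA-derived 5' part of SINE B2 elements was found within 100 bp of the summit in 2033 KO-only peaks, or 11.8% (95% interval 11.3 to 12.3), and in 1445 shared *Setdb1* KO peaks, or 3.40% (3.23 to 3.58). Windows placed 1 kb to the left of the summits of KO-only peaks held it in 1.47%. Most bases within 50 bp of the summit were repeat-masked in 41.4% of KO-only peaks, in 24.7% of shared peaks and in 17.7% of WT-only peaks. A CTCF motif was present in 60.5% of the KO-only peaks with B2 (58.4 to 62.6) and in 33.5% of those without (32.7 to 34.2). Among shared *Setdb1* KO peaks the contrast was smaller, with 74.0% (71.7 to 76.2) and 66.0% (65.6 to 66.5). Within the lowest tercile of the *Setdb1* KO list by fold enrichment, B2 was found in 12.0% of KO-only peaks (11.5 to 12.6) and 5.47% of shared peaks (4.92 to 6.07). *Esrrb*, which encodes an orphan nuclear receptor of the pluripotency network, holds a KO-only peak with B2 and a CTCF motif in an intron, on chromosome 12 from 86432031 to 86432248. *Uhrf1*, which encodes a factor that guides maintenance of DNA methylation, has a KO-only peak with B2 and a CTCF motif on chromosome 17 from 56301724 to 56301975. *Hand1*, a transcription factor gene of the trophoblast lineage, has a KO-only peak with B2 and no motif on chromosome 11 from 57821890 to 57822198. The strongest KO-only peaks of 1110051M20Rik, *Smyd3* and *Fmnl2* also hold B2. The B2 sequence aligned to was written from general knowledge and not taken from a repeat database, so these percents are not on the scale of RepeatMasker annotation; with an alignment of at least 80 bp to the whole consensus 20.3% of KO-only peaks held it.

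**Figure D2:**
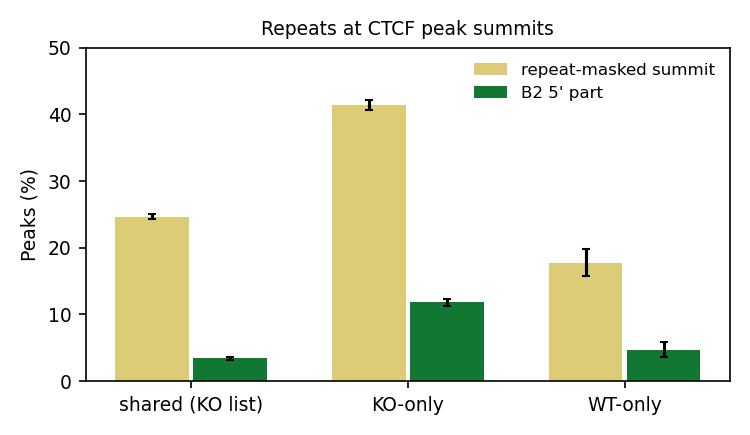
Percent of CTCF peaks (vertical axis) with a mostly repeat-masked summit region and with the 5' part of SINE B2, for shared *Setdb1* KO, KO-only and WT-only peaks (horizontal axis). Error bars are Wilson 95% intervals, and the KO-only bars, 41.4% and 11.8%, are the highest of their kind.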

When considering increased CTCF peaks in *Setdb1* KO cells, both SINE B2 and ERVL-MaLR elements were significantly enriched, with SINE B2 elements being drastically higher in abundance (42%) as compared to the randomly selected CTCF peaks (32%) (Fig. 3a). We then examined the epigenetic profiles of repetitive elements with increased CTCF binding upon *Setdb1* deletion (Fig. 3b and Supplementary Fig. 3a). Consistent with previous studies, we found that specific class I and II ERV subfamilies were marked by SETDB1-mediated H3K9me3 in WT ESCs (Supplementary Fig. 3b)^8,16^. Intriguingly, SINE B2 elements showed the most prominent loss of H3K9me3 in *Setdb1* KO cells (Fig. 3b). Yet, no significant changes in transcription or H3K27ac enrichment were detected (Fig. 3c). On the other hand, increased chromatin accessibility, CTCF and SMC3 binding, reduction of DNA methylation, and 5hmC enrichment were observed (Fig. 3c and Supplementary Fig. 3c). These SINE B2 elements in WT ESCs were also heavily occupied by nucleosomes (Fig. 3d). Loss of SETDB1 resulted in both nucleosome depletion within and nucleosome reorganization flanking the sequences. It is noteworthy that SINEs, including B2 elements were not previously considered among repeats repressed by SETDB1, due to a lack of transcriptional reactivation or gaining of active marks in SETDB1 depleted cells. However, our data uncovered that SETDB1/H3K9me3 functioned to repress SINE B2 elements by blocking CTCF binding. Furthermore, we observed that in WT ESCs, these SINE B2 elements are significantly enriched with KAP-1, a well-established recruiter of SETDB1 to its targets^52^ (Supplementary Fig. 3d). The KAP-1/KRAB-ZNF method of targeting retrotransposons for silencing is likely how SETDB1 is directed to these specific elements.

**Fig. 3:**
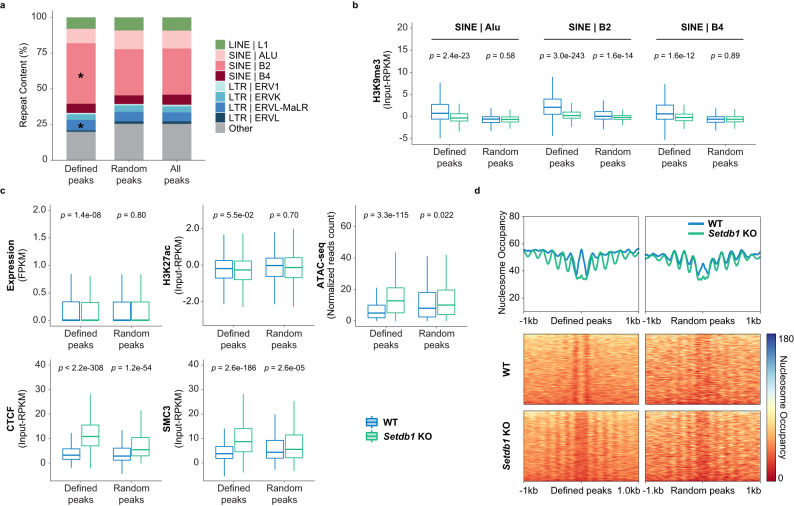
SINE B2 elements are enriched at increased CTCF binding sites. **a** Stacked bar chart shows the proportion of transposable elements located at increased and number-matched random CTCF peaks (*n* = 2669). Major classes of retrotransposons are represented in different colours. The overall distribution of transposable elements at all CTCF peaks (*n* = 61,017) is also shown as reference. SINE B2 (*p* = 2.13e−67) and ERVL-MaLR (*p* = 5.95e−5) elements are significantly enriched. Asterisk indicates *p* value < 1e−4 calculated by two-tailed hypergeometric distribution. **b**) Box plot illustrates H3K9me3 ChIP-seq signal (input-RPKM) at Alu, B2, and B4 SINE elements located at increased (defined) and number-matched random CTCF peaks (*n* = 2669) in WT and *Setdb1* KO ESCs. *P* value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 − 1.5 × interquartile range and Quartile 3 + 1.5 × interquartile range, respectively. **c**) Box plots demonstrates RNA-seq signal in Fragments Per Kilobase pairs per Million reads (FPKM), H3K27ac, CTCF, and SMC3 ChIP-seq signals (input-RPKM), and ATAC-seq signal (normalized reads count) of SINE B2 elements located at increased and number-matched random CTCF peaks (*n* = 2669) in WT and *Setdb1* KO ESCs. Significance is measured by Paired Wilcoxon test. While only subtle expression and H3K27ac changes were noted, dramatic gains of chromatin accessibility, CTCF, and SMC3 binding was detected in *Setdb1* KO cells. *P* value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 − 1.5 × interquartile range and Quartile 3 + 1.5 × interquartile range, respectively. **d** Aggregation plots and heatmaps of MNase-seq datasets show patterns of nucleosome occupancy (normalized reads) surrounding (±1 kb) SINE B2 elements that overlap with increased or number-matched random CTCF peaks (*n* = 2669) in WT and *Setdb1* KO ESCs. Source data are provided as a Source Data file.

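Merging the WT and *Setdb1* KO lists, with peaks that overlap by at least 1 bp joined, gave 61018 intervals, where the paper's reported number is 61017. Promoters, within 1 kb of a transcription start, held 14.1% of the shared *Setdb1* KO peaks and 12.5% of the KO-only peaks. Introns held 40.8% of shared and 42.2% of KO-only peaks. Intergenic sequence held 40.0% of shared and 40.8% of KO-only peaks, and exons 5.07% and 4.48%.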

### Subnuclear compartments and topologically associated domains are largely maintained upon global H3K9me3 loss

SETDB1 and H3K9me3 had been implicated in multiple aspects of higher-order chromatin structures. In particular, H3K9me3 correlated with the subnuclear compartmentalization definitions (A/B)^30^, where B compartments are associated with nuclear periphery localization and transcriptionally inert heterochromatin^19,32,33,53^. Recent studies have shown that SETDB1 functioned with other HMTases to maintain a subset of B compartment definitions^54^. Moreover, ectopic H3K9me3 deposition at specific regions was sufficient to induce rearrangement of chromatin compartments^31^. However, whether the loss of SETDB1/H3K9me3 resulted in widescale subnuclear compartment disruption remained unclear. To address this question and to determine the state of other higher-order chromatin structures, we conducted Hi-C in WT and *Setdb1* KO ESCs. For each sample, two replicates were generated, with 2 billion raw read pairs sequenced per replicate. We obtained high quality Hi-C contacts (MAPQ ≥ 30) from over 80% of the uniquely aligned read pairs (Supplementary Data file 1). Replicates demonstrated high degree of reproducibility and all subsequent analyses were done with replicate-merged datasets.

We segmented the genome at 25 kb resolution and demarcated A/B compartments (Fig. 4a). As expected, we found most regions with H3K9me3 enrichment resided in B compartments (Supplementary Fig. 4a). We also included a previously published H3K9me3 ChIP-seq dataset from another WT ESC line (R1)^55^, which confirmed similar patterns in our B compartment definitions. The majority of nuclear compartments were unchanged in *Setdb1* KO ESCs (Fig. 4a and Supplementary Fig. 4b). Only 8.8% of the bins exhibited compartment switching. In particular, 43% of the B-to-A-switching bins were coupled with significant loss of H3K9me3 (Supplementary Fig. 4a, b). Since A and B compartments are often associated with active and inactive chromatin states, respectively, we asked if switched compartment showed consistent changes of transcription. Within bins undergoing A-to-B compartment switching, the overall expression of genes and repeats did not show substantial changes. However, the expressions of those genes and repeats in B-to-A compartment switching bins were significantly increased. This transcriptional upregulation was coupled with H3K9me3 loss (Supplementary Fig. 4c). These are likely the direct targets of SETDB1/H3K9me3-mediated silencing. Expanding to all bins that contained dysregulated genes and repeats, we found no significant changes in compartmentalization. Over 97% of transcriptionally downregulated genes and repeats exhibited no change, while 9.7% and 40.7% of upregulated genes and repeats underwent B-to-A compartment switching, respectively (Fig. 4b). It should be noted that the overall change in eigenvalue was subtle (Supplementary Fig. 4d). This finding was intriguing, as studies have shown that modulating the transcription of particular genes was sufficient to change nuclear compartmentalization^56^. Our results confirmed that to be true at some loci, while for the majority of the genome, transcriptional upregulation was insufficient for compartment switching.

**Fig. 4:**
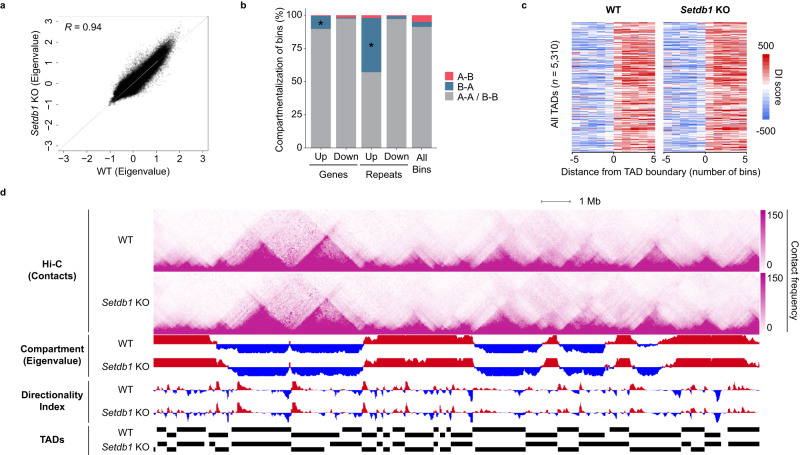
Conserved A/B compartment and TAD definitions upon loss of SETDB1. **a** Scatter plot shows consistent A/B compartmentalization across the whole genome in WT and *Setdb1* KO ESCs. Each dot denotes a 25 kb window (*n* = 101,988) with its corresponding PC1 eigenvalues displayed. Pearson correlation coefficient (*R*) is included. **b** Stacked bar chart shows the proportion of compartments (25 kb bins) that undergo switching from A to B (red), from B to A (blue), and those that remain unchanged (grey). Bins are further divided by whether they contain dysregulated genes or repeats upon H3K9me3 depletion (Upregulated genes: *n* = 639; downregulated genes: *n* = 278; upregulated repeats: *n* = 6127; downregulated repeats: *n* = 1389). We detected significant enrichment of upregulated genes (*p* = 2.28e−12) and repeats (*p* < 1e-307) with concomitant B to A compartment switching in *Setdb1* KO cells. Asterisk indicates *p* value < 1e−4 measured by two-tailed hypergeometric distribution. **c** Heatmaps show comparable TAD characteristics in WT and *Setdb1* KO ESCs. The directionality index score of ±5 bins (bin size of 25 kb) from a merged list of defined TAD boundaries (*n* = 5310) are shown. **d** A genome browser screenshot illustrates consistent compartments (y-axis of eigenvalue: −0.5−0.5) and TADs (y-axis of directionality index score: −1000−1000) across a large region on chromosome 6 (chr6:124,700,000-147,800,000) in WT and *Setdb1* KO ESCs. Hi-C contact maps also show preservation of triangular TAD structures. Hi-C contact maps display the raw counts in 50 kb windows. Positive (red) and negative (blue) eigenvalues represent compartment A and B, respectively. Black bars denote TAD definitions called by Hi-C Domain Caller. Source data are provided as a Source Data file.

Next, to investigated if TADs were affected under global loss of H3K9me3, we applied Hi-C Domain Caller to define TADs from Hi-C datasets from each cell line (WT: *n* = 2988; *Setdb1* KO: *n* = 3044). TADs structures were largely maintained with both directionality index scores and defined boundaries being conserved (Fig. 4c, d and Supplementary Fig. 4b). Collectively, H3K9me3 depletion did not lead to an extensive perturbation of chromatin organization at the subnuclear compartment or TAD levels, and transcriptional dysregulation was, for the most part, not associated with changes in domain and compartment structures.

### Aberrant CTCF and SMC3 binding are associated with disrupted chromatin loops and altered transcription

CTCF is an architectural protein with versatile roles in genome organization^39^. In the loop extrusion model, CTCF functions in concert with the cohesin complex to mediate chromatin loop formations^27^. These loops cooperatively direct the *cis*-regulatory network for genes^57^. To appreciate the consequences of the aberrant CTCF binding in *Setdb1* KO ESCs, we integrated CTCF and SMC3 ChIP-seq datasets with Hi-C interactions and chromatin loop definitions. Increased SMC3 enrichment was similarly detected at increased CTCF peaks in the *Setdb1* KO cells (Supplementary Fig. 2f). To determine whether 3D organization was impacted, we applied HiCCUPS to define chromatin loops (WT: *n* = 10,122; *Setdb1* KO: *n* = 10,598), with CTCF peaks found at 76.4% of all loop anchors. Relative to WT, upon *Setdb1* deletion, we found 794 and 499 loops with increased and decreased interactions, respectively (Supplementary Fig. 5a). We detected significantly more increased CTCF peaks (*n* = 201) than number-matched, randomly selected CTCF peaks (*n* = 63) localized at increased loop anchors. Notably, such enrichment was not observed at decreased or unchanged loops (Fig. 5a, b and Supplementary Fig. 5b). We discovered that the increased loops disrupted pre-existing structures, leading to weakening of the other loops (Fig. 5a). It is worth noting that most altered loops (96.2%) had changed interactions within said loop, and not only at the anchors.

**Fig. 5:**
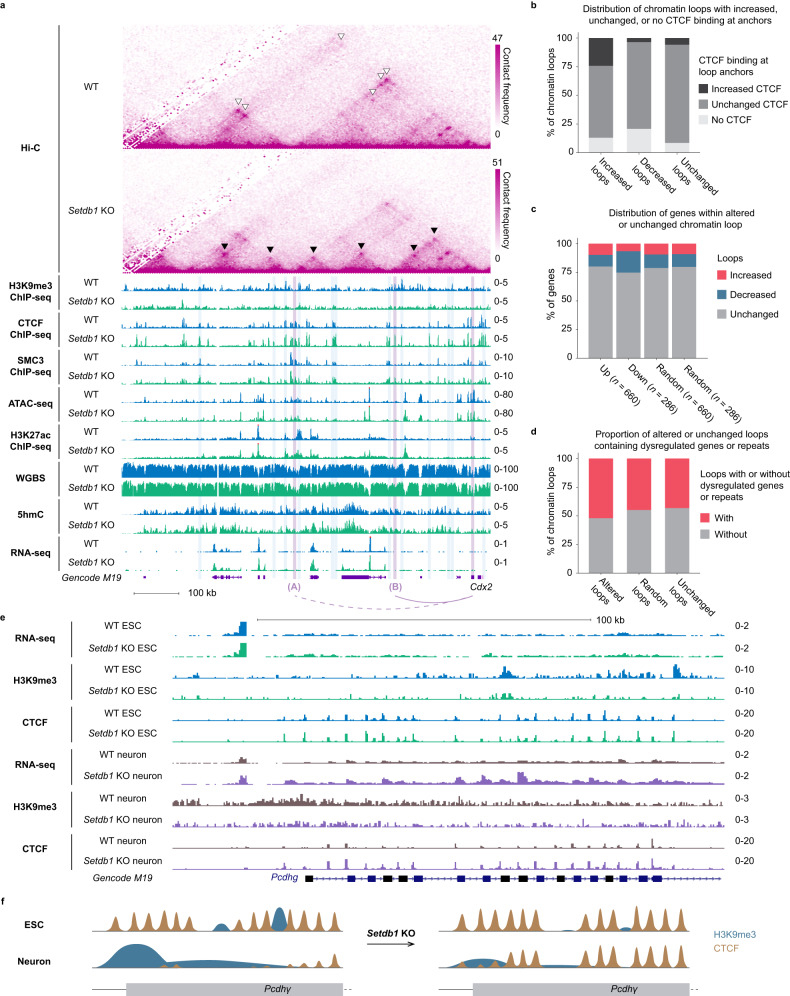
Chromatin loops are disrupted in *Setdb1* KO cells and a subset are associated altered transcription. **a** A genome browser screenshot demonstrates increased (black arrowheads) and decreased loops (white arrowheads), and increased CTCF binding (blue shading) on chromosome 5 (chr5:146,525,455-147,352,727) upon *Setdb1* KO. The non-H3K9me3 marked upregulated gene (*Cdx2*) demonstrates the association between changes in chromatin structure and aberrant gene expressions. *Cdx2* significantly lost (dashed arc) and gained (solid arc) interactions with two distal bins in *Setdb1* KO, loci A and B (purple shading), respectively. Hi-C contact heatmaps display the raw counts in 5 kb windows. H3K9me3, CTCF, SMC3, H3K27ac, and 5hmC tracks are displayed as input subtracted RPKM values. ATAC-seq tracks are displayed as normalized read counts. WGBS datasets are shown as mCG/CG ratio for individual CpG sites with coverage ≥ 5 reads. RNA-seq datasets are shown as RPM. **b** Stacked bar chart shows the distribution of chromatin loops that contain increased, unchanged, or no CTCF binding at the anchors. Loops are classified as increased, decreased, and unchanged loops. **c** Stacked bar chart illustrates the distribution of up- and down-regulated genes or number-matched randomly selected genes that fall into increased, decreased, and unchanged loops, respectively. The randomly selected genes were picked twice independently (*n* = 660 and *n* = 286), corresponding to the numbers of up- and down-regulated genes, respectively. **d**) Stacked bar chart illustrates proportion of altered loops, number-matched randomly selected loops (*n* = 1293) and unchanged loops that contain dysregulated genes or repeats. **e** A genome browser screenshot demonstrates SETDB1 represses CTCF occupancy in neurons but not in ESCs at *Pcdhγ* gene cluster. Gain of CTCF binding is only observed in neurons after SETDB1 depletion, accompanied by upregulation of the *Pcdhγ* genes. RNA-seq datasets are shown as RPM values. H3K9me3 and CTCF ChIP-seq tracks are displayed as input subtracted RPKM values. **f** A schematic illustrates the cell-type specific regulation of CTCF binding by SETDB1. The CTCF sites at *Pcdhγ* locus, which are normally utilized in ESCs, are repressed by SETDB1/H3K9me3 in neurons. Upon *Setdb1* deletion, while ESCs, show subtle changes, neurons show a substantial gain of CTCF binding concomitant with reduced H3K9me3 levels. Source data are provided as a Source Data file.

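Between 146525455 and 147352727 on chromosome 5, the *Setdb1* KO list held 76 CTCF peaks and the WT list 56, of which 21 were KO-only and 1 was WT-only. The 55 shared sites had a median ratio of the *Setdb1* KO pileup to the WT pileup of 1.67, with quartiles of 1.37 and 1.97. The median over all shared sites of the genome was 1.36. The paper shows this region for its increased CTCF binding in these cells, so this contrast is not independent evidence. The shared sites from 145 Mb to the end of the chromosome had a median of 1.61 and a relative input background of *Setdb1* KO to WT of 1.07 (bootstrap 95% interval 1.01 to 1.14). That end contains the region and was picked as the 2 highest of 390 windows by the same ratio. The nearness of 1.67 to 1.61 therefore follows in part from the choice. A gain of copies of that end is not excluded. The strongest KO-only peak, with a fold enrichment of 15.0 and 72 fragments over its summit, lies 13.2 kb from *Lnx2*, an E3 ubiquitin ligase gene, from 147003272 to 147003731, and its motif reads CCAGAAGAGGGCAT. A KO-only peak from 147164993 to 147165473 with a fold enrichment of 10.7 lies 23.4 kb from the homeobox gene *Gsx1*. *Plut*, a long noncoding RNA gene next to *Pdx1*, holds 4 KO-only peaks in introns, of which the one from 147258763 to 147259150 had 46 fragments and a fold enrichment of 6.91. Among the shared sites, the pileup at 146922718 was 91 in *Setdb1* KO and 30 in WT (ratio 3.03, 95% interval 1.99 to 4.75), and at 147251041 it was 71 and 26 (ratio 2.73, 1.72 to 4.46). Of the 21 KO-only peaks, 10 held a CTCF motif and 4 the 5' part of B2. The WT-only peak spans 146883141 to 146883386 and had a fold enrichment of 6.06 in the WT list.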

As chromatin loops could affect the interactions between distal *cis*-regulatory elements, we asked if transcription was affected within altered loops. Downregulated genes in *Setdb1* KO were located within decreased loops (62/286) at a significantly higher incidence than randomly selected genes (Fig. 5c and Supplementary Fig. 5c). Moreover, the majority of the upregulated genes in *Setdb1* KO were not marked by H3K9me3 in the WT cells (574/660), a subset of which were located in increased loops (Supplementary Data file 2). Therefore, we postulated that the expression of these genes could be modified by 3D interaction changes. It should be noted that although dysregulated genes and repeats showed a subtle but significant occurrence in altered compared to random chromatin loops, not all dysregulated transcripts were associated with altered chromatin loops (Fig. 5d and Supplementary Fig. 5d). This indicated that while changes in higher-order chromatin interactions could impact transcription, it was not a prerequisite.

A recent study reported that H3K9me3 and H3K36me3 concomitantly marked poised enhancers and were co-regulated by SETDB1 and NSD proteins^12^. Integrating publicly available H3K36me3 ChIP-seq datasets^12^, we found that the H3K9me3/H3K36me3 co-enriched dual domains and the H3K9me3-regulated CTCF binding sites are largely distinct (Supplementary Fig. 5e). In fact, we do not detect substantial H3K36me3 ChIP-seq signal at SETDB1-regulated CTCF peaks in WT or *Setdb1* KO cells (Supplementary Fig. 5f). Moreover, genes upregulated in SETDB1 depleted cells do not show increased 3D chromatin interactions with the H3K9me3/H3K36me3 dual domains (424/440) (Supplementary Fig. 5g). These results demonstrate that our observations on CTCF binding modulation are not associated with H3K36me3 or NSDs.

To further evaluate consequences on long-range *cis*-interactions, we employed FitHiC to identify significant interactions in WT and *Setdb1* KO ESCs (*q* < 0.1) (*n* = 4,293,766). Focusing on the interactome of upregulated genes and repeats that are not marked by H3K9me3, we discovered that a subset showed increased interaction frequencies with loci that exhibited loss of H3K9me3 in *Setdb1* KO cells, concomitant with increased active epigenetic features (Supplementary Fig. 5g). For example, the *Ccny* gene, which harboured no H3K9me3 at its promoter in WT cells, was significantly upregulated upon SETDB1 depletion. No changes in H3K27ac, chromatin accessibility, and DNA methylation levels were detected (Supplementary Fig. 5h). Furthermore, the *Ccny* promoter gained interactions with a distal bin, likely through the enhanced CTCF and cohesin binding. This distal region was highly accessible and showed substantial increase of H3K27ac and depletion of H3K9me3 enrichment levels in *Setdb1* KO cells (Supplementary Fig. 5i). 

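In the distal bin shown for *Ccny* on chromosome 18 (9585000 to 9590000), 1 CTCF site was shared and 1 was KO-only. The shared site, from 9584806 to 9585302 in *Setdb1* KO, held a CTCF motif and had 72 fragments over its summit in *Setdb1* KO and 15 in WT, a ratio of 4.80 (95% interval 2.73 to 9.02). The KO-only peak spans 9588652 to 9588875 and had a fold enrichment of 4.32 and no motif. *Ccny*, which encodes cyclin Y, had 1 CTCF peak within 10 kb in each list, a shared site with 124 fragments in *Setdb1* KO and 69 in WT, a ratio of 1.80 (1.33 to 2.45). Over all shared sites of the genome the median ratio was 1.36, which lies below the interval of the site in the bin and within that of the site near *Ccny*. The paper chose the bin as a gained contact of *Ccny* and proposes enhanced CTCF binding, so the higher ratio there is not independent evidence.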

Overall, this subset of upregulated genes and repeats, which were not directly regulated by H3K9me3, gained interactions with SETDB1 targets that harboured putative enhancers signatures. On the other hand, change in chromatin landscapes could also underlie transcriptional downregulation. For instance, the *Vegfa* gene was downregulated in *Setdb1* KO cells and resided in decreased chromatin loops. Intriguingly, we detected concomitant loss of interactions with a locus harbouring active *cis*-regulatory marks and gained interactions with another highly DNA methylated region (Supplementary Fig. 6). 

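Of the 426 interaction bins of Supplementary Fig. 5g, with a median size of 5 kb, 130 held a CTCF peak of the *Setdb1* KO list of any kind and 48 a KO-only peak, where the medians of 10000 random placements on the same chromosomes were 57 and 18 (percentile 100 for both). The bins thus held more CTCF peaks of both kinds, and 32.0% of their *Setdb1* KO peaks were KO-only (95% interval 25.2 to 39.8), an interval that includes the 28.8% of the whole list. With lists of equal length these values were 17.9% (12.0 to 25.9) and 11.7%, so that a higher share in the bins is neither shown nor excluded. The bins of genes held a KO-only peak in 13 of 109 and any *Setdb1* KO peak in 30, and those of repeats in 36 of 331 and 103. The study chose these bins, and the gene lists of Supplementary Data 2, on these cells, so they are not independent evidence. A KO-only peak lay within 10 kb of 33 of the 61 annotated genes among the 62 up-regulated genes in increased loops (percentile 81.0 among random lists matched for gene length) and 26 of the 59 up-regulated genes in decreased loops (38.5). It lay within 10 kb of 32 of the 61 annotated genes among the 62 down-regulated genes in decreased loops (88.4) and 11 of the 22 down-regulated genes in increased loops (32.9). *Fgfr2*, a fibroblast growth factor receptor gene on chromosome 7, spans 2960.9 kb in the annotation, from 130162451 to 133123350. The window from 130 to 140 Mb there held 69 protein-coding genes, so peaks in that span need not belong to *Fgfr2*. Counted over the span, it had 22 KO-only peaks among 107 *Setdb1* KO peaks. The strongest, from 130364858 to 130365229 with a fold enrichment of 17.7, was placed in an intron by that annotation. *Dnah8*, a dynein heavy chain gene on chromosome 17, had 7 of 33, the strongest at a promoter from 30739790 to 30740193 with a fold enrichment of 11.3. *Zfhx3*, a transcription factor gene on chromosome 8 that spans 1018.99 kb, had 7 of 19, and *Aldh1l2*, a gene of mitochondrial folate metabolism on chromosome 10, had 3 of 7, the strongest with a fold enrichment of 16.7. 1110051M20Rik on chromosome 2 had 9 of 11, *Smyd3*, a SET domain gene on chromosome 1, had 8 of 22, and *Rara*, a retinoic acid receptor gene on chromosome 11, had 7 of 12. *Dpp6*, which encodes a subunit of potassium channels on chromosome 5, had 9 of 27 over 910.303 kb, and *Nrg1*, which encodes neuregulin 1 on chromosome 8, had 5 of 14 over 1069.48 kb. Over the alternatives these counts ranged from 12 to 46 and 13 to 48 for the up-regulated genes in increased and decreased loops, and from 10 to 52 and 4 to 18 for the down-regulated genes in decreased and increased loops, highest within 50 kb of the gene.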

Taken together, these data revealed that the aberrant CTCF binding in *Setdb1* KO cells was associated with altered chromatin loop structures. The change in chromatin landscapes within said loops could result in differential interactions, leading to transcriptional dysregulation.

The loss of *Setdb1* in ESCs has been shown to be associated with a higher propensity for differentiation towards the trophectoderm (TE) lineage^5,58,59^. Consistent with previous observations, *Cdx2*, which was not marked by H3K9me3 in the WT cells, was upregulated in *Setdb1* KO ESCs (Supplementary Fig. 5j). This TF is required for TE specification and promotes expression of TE genes, while also repressing pluripotency genes^60^. Consistent with prior findings, we observed that *Cdx2* downstream targets, including *Tfap2c* and *Eomes*, were similarly upregulated. However, the underlying mechanism of how SETDB1 mediates its silencing is unclear. 

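*Cdx2*, the transcription factor gene that drives the trophectoderm fate, lies on chromosome 5 and had 5 CTCF peaks within 10 kb in *Setdb1* KO and 4 in WT. The KO-only peak there lies in an intron of *Cdx2* from 147305102 to 147305327, with a fold enrichment of 3.33, 12 fragments over its summit and no CTCF motif. At the 4 shared sites the pileups summed to 253 in *Setdb1* KO and 191 in WT, a ratio of 1.32 (95% interval 1.09 to 1.61), which includes the ratio of sums of 1.38 over all shared sites of the genome. Of these, the site at 147294281 had 36 fragments in *Setdb1* KO and 21 in WT, and the site at 147293303 had 125 and 94. *Tfap2c*, another trophectoderm transcription factor gene, on chromosome 2, had 3 *Setdb1* KO peaks and 3 WT peaks within 10 kb, with 1 KO-only and 1 WT-only peak. Its 2 shared sites held 141 fragments in *Setdb1* KO and 140 in WT, a ratio of 1.01 (0.791 to 1.28), below that of the genome. *Eomes*, also a gene of the trophectoderm, on chromosome 9, had 2 KO-only peaks and 1 WT-only peak, and the stronger KO-only peak lies at a promoter from 118479067 to 118479333 with a fold enrichment of 6.72 and a CTCF motif. The 3 shared sites of *Eomes* held 209 fragments in *Setdb1* KO and 126 in WT, a ratio of 1.66 (1.32 to 2.09); the difference between these genes was not tested.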

Interestingly, we found that the *Cdx2* gene resided in an increased loop anchor and significantly interacted more frequently with a distal bin (labelled bin B) with increased CTCF binding (Fig. 5a). Remarkably, we detected no change of CTCF binding or of *Cdx2* expression in the *Dnmt* TKO cells (Supplementary Fig. 5j, k), suggesting that the CTCF-mediated interaction with bin B is associated with increased *Cdx2* transcription. Furthermore, we analyzed CTCF ChIP-seq and RNA-seq data derived from WT and *Setdb1* KO neurons^34^ and did not observe such alterations (Supplementary Fig. 5j, k). While increased CTCF peaks were also defined in SETDB1-depleted neurons, the majority of them were distinct from the set defined in *Setdb1* KO ESCs (Supplementary Fig. 5l, m). 

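KO-only CTCF peaks were concentrated among the weakly enriched sites of *Setdb1* KO ESCs. Of the KO-only peaks, 80.7% (95% interval 80.1 to 81.3) lay in the lowest tercile of the list by the authors' fold enrichment, against 14.2% of the shared peaks (13.8 to 14.5). WT-only peaks were concentrated in the same way, with 97.4% in the lowest tercile of the WT list, against 31.2% of shared WT peaks. A strong site is usually called in both lists, so the concentration follows in part from the definition and is not a trait of KO-only sites alone. The median fold enrichment was 5.02 for KO-only and 13.4 for shared peaks, and the median number of fragments over the summit was 18 and 55. KO-only peaks made up 69.8% of the lowest tercile, 15.9% of the middle and 0.789% of the highest, where 157 KO-only peaks lay. In the middle tercile a CTCF motif was present in 56.3% of KO-only peaks (54.5 to 58.0) and 59.0% of shared peaks (58.2 to 59.7), and in the highest in 82.2% (75.4 to 87.4) and 82.6% (82.1 to 83.2). *Dpep3*, *Aldh1l2* and *Zfp872* hold KO-only peaks in the highest tercile, as does the long annotated span of *Fgfr2*. The KO-only peak in the intron of *Cdx2* lies in the lowest. Fold enrichment is a property of the peak and is not the motif class of low occupancy sequences.

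**Figure D3:**
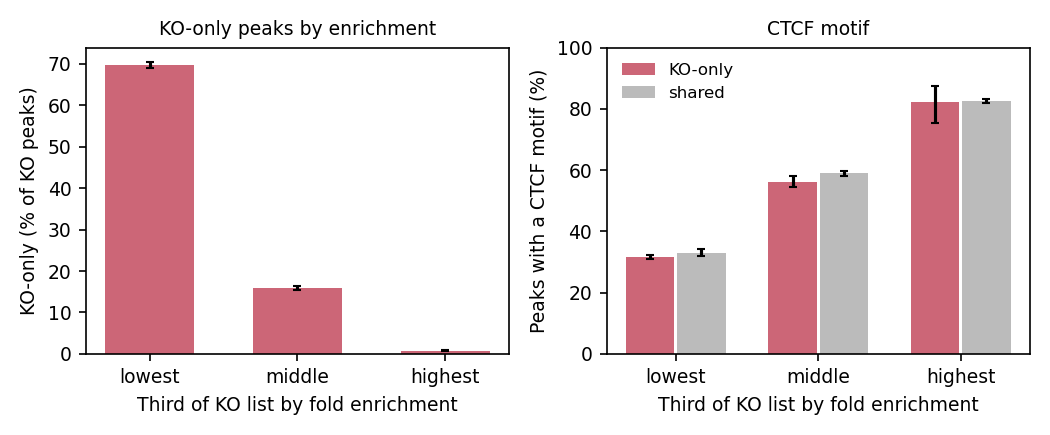
Left, KO-only peaks as percent of *Setdb1* KO peaks (vertical axis) in each tercile of the list by fold enrichment (horizontal axis). Right, percent of KO-only and of shared peaks with a CTCF motif in the same terciles. Error bars are Wilson 95% intervals, and the KO-only percent falls from 69.8 in the lowest tercile to 0.789 in the highest.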

Notably, we found that most sites with significantly increased CTCF binding possessed motifs that are classified as “low occupancy sequences” (Supplementary Fig. 2g). In previous reports, CTCF binding sites were categorized into low-, mid-, and high occupancy (LowOc, MidOc, and HighOc), based on the degree of CTCF ChIP-seq signal at the given locus^61,62^. LowOC sites were highly associated with developmentally regulated CTCF binding. This is in line with the cell-type differential targeting of SETDB1, which determines CTCF binding at given loci in a tissue-specific manner. Indeed, out of all analyzed P0 samples, *Cdx2* is only expressed in the intestine tissues and show concordant CTCF binding at both *Cdx2* and bin B (Supplementary Fig. 5n), analogous to *Setdb1* KO ESCs. Furthermore, we compared WT and *Setdb1* KO ESCs and neurons and found that SETDB1 prevented cell-type differential CTCF binding. For instance, in neurons, SETDB1 represses particular CTCF sites at the protocadherin gene cluster^34^. These same sequences are bound by CTCF in WT ESCs (Fig. 5e, f). Conversely, we also found in ESCs, H3K9me3 silences loci that are normally CTCF bound in neurons (Supplementary Fig. 5o). 

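In WT ESCs, 25 CTCF peaks lay in the *Pcdhg* cluster of protocadherin genes on chromosome 18 or within 10 kb of it. The *Setdb1* KO list held 29 peaks there, of which 4 were KO-only, and no peak of the cluster was WT-only. At the 25 shared sites the pileups summed to 1431 in *Setdb1* KO and 1093 in WT, a ratio of 1.31 (95% interval 1.21 to 1.42). Their median ratio was 1.36, the same as that of all shared sites of the genome.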

Taken together, our results revealed that cell-type specific H3K9me3 plays a role in regulating CTCF binding and higher-order chromatin structures, which may influence cellular identities.

## Discussion

SETDB1 is an important H3K9 methyltransferase that is necessary for proper developmental progression and essential cellular processes in mice. Many studies have described the transcriptional repression of genes and repetitive elements mediated by this enzyme^8,12,15–17,34,63^. However, while collapse of a specific TAD in SETDB1-deficient neurons has been reported^34^, how H3K9me3 and SETDB1 influence the 3D genome architecture has not been fully explored. Here, we demonstrated a global mutual exclusivity of H3K9me3 enrichment and CTCF binding across mouse tissues. Between cell/tissue-types, we found a subset of loci with dynamic H3K9me3, which harbored CTCF motifs. In one cell-type, H3K9me3 can block CTCF, while in another, the absence of the modification at the same locus allows CTCF to bind. Given that epigenomic reprogramming and reconfiguration of chromatin architecture are essential during differentiation and development^53,64–67^, our results suggest that differential H3K9me3 regulates cell/tissue-type specific CTCF binding and describe an addition layer of establishing different chromatin structures between cellular identities.

To investigate consequences of SETDB1 loss, we examined epigenetic modifications, chromatin accessibility, nucleosome occupancy, and transcriptomic changes in WT and *Setdb1* KO ESCs. In line with the model of SETDB1 shielding unused CTCF binding sites, we found global gains of CTCF enrichment^34^. Given that H3K9me3 enrichment is highly correlated 5mC levels, we sought to separate the role of the two epigenetic marks. We discovered that the sole loss of 5mC in *Dnmt* TKO cells was insufficient to cause the increased CTCF binding at these sites. Moreover, H3K9me3 enrichment was maintained in *Dnmt* mutants. It should be noted that consistent with the known binding properties of CTCF, we also observed sites with increased CTCF ChIP-seq signal in *Dnmt* TKO cells. However, these were not the same sites as those regulated by SETDB1. As previously reported, due to cell lethality of *Setdb1* KO ESCs, the subtle changes in the DNA methylome could be a result of the brief available window for measurement^63^. Therefore, it remains possible that the overlap of increased CTCF sites in SETDB1 and DNMTs depleted ESCs could potentially be higher than observed. Nevertheless, our results indicate that at a subset of loci, SETDB1 predominates in preventing CTCF binding. It should be noted that these sites are also distinct to those regulated by G9a-mediated H3K9me2, which were previously reported^40^. Interestingly, motif analysis of the SETDB1-repressed CTCF binding sites revealed enrichment of some sequence variants, including the replacement of CpG dinucleotides at two known targets of DNA methylation. These changes were also more common among the tissue-specific LowOC CTCF binding sites. It is possible that the lower occurrence of these CpG sites renders DNA methylation less effective at repression. Hence, H3K9me3 predominates as a parallel pathway; however, further investigation is needed to prove this hypothesis.

Mechanistically, we confirmed depletion of H3K9me3 led to reorganization of nucleosomes. The nucleosome depletion and increased chromatin accessibility allow for CTCF to bind to chromatin. Many of these sequences were located within retrotransposons. Surprisingly, in addition to the class I and II ERVs, SINE B2 elements were also identified as a target of SETDB1. As these elements are highly enriched with CTCF motifs, rather than transcriptional or *cis*-regulatory silencing, SETDB1 represses them by antagonizing CTCF binding. Moreover, we detected significantly higher binding of KAP-1 at these SINE B2 elements in WT ESCs. Its association with specific KRAB-ZNF proteins is likely the method for SETDB1 recruitment to such targets. We suggest that this mechanism functions as the way that different cell-types can selectively utilize distinct CTCF sites to regulate chromatin loops, which in turn control transcriptional networks appropriate for that cellular identity.

While the relationships between H3K9me3 and transcriptional repression has been long established^1–4^, their connection to chromatin architecture remains relatively underappreciated. B compartments are highly associated with nuclear periphery localization and transcriptionally inert heterochromatin marked by H3K9me3. During development and cellular differentiation, repressed genes that are activated, undergo B-to-A compartment switching, with some leading to altered TAD boundaries and replication timing^53,56,68,69^. Moreover, a recent study demonstrated that DNMT inhibitor treatment induced transcriptional upregulation that was coupled with B-to-A compartment switching and altered domain boundaries^56^. Consistent with these reports, we observed the association of H3K9me3 enrichment and B compartments in WT ESCs. Surprisingly, our Hi-C analysis revealed that compartmentalization and TADs largely remained unchanged after SETDB1 depletion. Upregulated transcripts showed higher concordance with H3K9me3 loss than B-to-A compartment switching. While some genes and repetitive elements demonstrated concomitant changes in expression and compartment scores, the majority of differential transcription was not accompanied by altered chromatin organization at 25 kb resolution. It was previously shown that in mouse ESCs, DNA methylation and H3K9me3 silence largely distinct targets^16^. Therefore, the loci that are derepressed and switch from B-to-A compartments upon DNMT inhibition^56^ are likely different from the ones that are upregulated in *Setdb1* KO cells. Collectively, our data suggests that transcriptional change of different loci affects chromatin structures in diverse ways and on a genome-wide level, transcription is not sufficient to induce subnuclear compartment switching and domain changes.

Many of the dysregulated genes in *Setdb1* KO cells are not marked by H3K9me3, leading to previous studies to classify them as downstream or indirect effects^16^. Interestingly, our Hi-C data revealed that the formation of aberrant chromatin loops in *Setdb1* KO cells could impact transcription via modulating CTCF binding. For example, the *Cdx2* gene, which encodes for a key TE regulator, gained interactions with a distal locus that is normally marked by H3K9me3. The aberrant chromatin loops in *Setdb1* KO ESCs brings the gene into close spatial proximity to a putative *cis*-regulatory element, which is concomitant with its increased expression. Notably, these changes in *cis*-regulatory interactions are not associated with the dysregulation of H3K9me3/H3K36me3 marked poised enhancers. Consistent with known functions of CDX2, we observed the upregulation of TE genes and downregulation of pluripotency genes. This includes *Nanog*, an established marker gene of pluripotency^70,71^, which is downregulated upon depletion of SETDB1^5,58^. 

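*Nanog*, on chromosome 6, had 5 CTCF peaks within 10 kb in *Setdb1* KO and 3 in WT. Of the 2 KO-only peaks there, the stronger lies in an intron from 122708815 to 122709197, with a fold enrichment of 5.76 and no CTCF motif. The 3 shared sites held 175 fragments in *Setdb1* KO and 137 in WT, a ratio of 1.28 (95% interval 1.02 to 1.61). The ratios of the single sites were 1.77 at 122699860, 1.44 at 122713585 and 1.12 at 122720165, with a median of 1.44 where that of all shared sites of the genome was 1.36. The interval of the ratio of sums includes the 1.38 found for the sums over all shared sites.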

Interestingly, our data reveals that *Nanog* also resides within a chromatin loop, which is disrupted in *Setdb1* KO cells and is associated with aberrant CTCF binding (Supplementary Data file 2). The alteration is accompanied by differential epigenetic signatures of several interacting loci. Therefore, it is possible that decreased levels of *Nanog* arises in parallel to CDX2-mediated repression. It is worth noting that, the transcriptional change of *Cdx2* and *Nanog* occurs independently of DNA hypomethylation, as the expression of both are not significantly different in the *Dnmt* TKO as compared to WT ESCs.

Another recent study reported the presence of “domains involved SETDB1 and cohesin” (DiSCs), which presumably affects transcription and genome topology in a H3K9me3-independent manner^72^. Our results from ESCs that harbor a catalytically inactive SETDB1 revealed that the regulation of CTCF binding is indeed H3K9me3 dependent. While our CTCF and cohesin binding profiles are similar to those described in several published studies, they were largely distinct from the cohesin and SETDB1 ChIP-seq datasets from WT and *Setdb1* KD E14 ESCs generated by Warrier and colleagues^72^ (Supplementary Fig. 5o). This difference could underly the disagreement in our models of how SETDB1 regulates nuclear architecture. While this manuscript was under preparation, Gualdrini et al. reported similar findings, demonstrating that H3K9me3 restricts CTCF recruitment at SINE B2 elements in human macrophages^73^. With SETDB1 depletion, formation of new chromatin interactions was associated with transcriptional upregulation of specific genes. These results align with our observations, which offer additional insights into the underlying molecular mechanism. This includes the alteration in cohesin binding, the redistribution of nucleosomes, and how this phenomenon functions by the catalytic activity of SETDB1 and is independent of DNA methylation. Taken together, in both human and mouse, SETDB1 appears to play cell-type specific roles in regulating CTCF binding.

In summary, we propose a mechanism, where H3K9me3 controls transcription by regulating the long-range interactions between genes and distal enhancers. The disruption of existing chromatin landscape could lead to altered expression, regardless of H3K9me3 enrichment at the gene or its *cis*-regulatory elements. Conversely, other genes are upregulated due to increased interactions with enhancers or derepression of elements that are already in close spatial proximity (Fig. 6). Some of the previously defined downstream genes are indeed regulated directly by SETDB1, but not through H3K9me3-mediated repression of their promoters. This model could in part explain the distinct functions of SETDB1 across developmental stages and cell-types. A proportion of the tissue-specific H3K9me3 is responsible for regulating differential CTCF-mediated chromatin loops. In addition to its critical role in development, SETDB1 has also been classified as an oncogene, with its amplification reported in many human cancers^74–76^. Insights into its impact on cell-type specific nuclear organization and its mechanisms to influence transcription may provide new therapeutic possibilities.

**Fig. 6:**
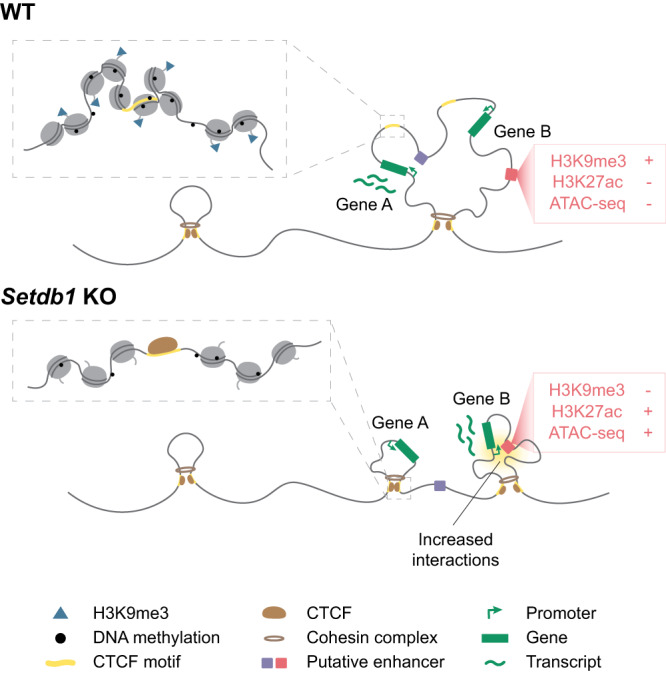
Model of SETDB1 preventing aberrant CTCF binding and regulating 3D chromatin interactions. Our proposed model of H3K9me3-dependent regulation of CTCF and 3D chromatin interactions. In WT cells (top), a proportion of CTCF motifs are marked by H3K9me3, which leads to closed chromatin states. This prevents CTCF binding and occurs independently of DNA methylation. In *Setdb1* KO cells (bottom), loss of H3K9me3 allows increased binding and redistribution of CTCF and cohesin, which could lead to altered loop and disruption of pre-existing structures, leading to transcriptional downregulation (gene A). Moreover, changed chromatin environments can aberrantly bring putative enhancers into proximity of genes and repeats to alter transcription (gene B).

## Methods

### Cell culture

WT mouse ESCs (clone 33#6) and two ESC lines carrying a SETDB1 catalytic mutant (clone 33#6^C1243A+^#21 and 33#6^C1243A+^#31)^8^ were maintained in ES medium (DMEM with 15% certified FBS (Life Technologies), 20 mM HEPES, 0.1 mM non-essential amino acids, 0.1 mM 2-mercaptoethanol, 100 U/ml penicillin, 0.05 mM streptomycin, 1 U/ml Leukemia-inhibitory factor (LIF), and 2 mM glutamine). Cells were passaged at 80% confluence. *Setdb1* conditional KO was induced by the addition of 800 nM (Z)−4-Hydroxytamoxifen (4-OHT) (Abcam, 141943) for 4 days and harvested on day 6 post 4-OHT treatment.

### Western blot

Whole cell lysates were extracted from 1 × 10^7^ ESCs using radioimmunoprecipitation assay buffer (RIPA buffer) with 1X PIC and phosphatase inhibitor phosSTOP™ (Roche). Protein concentrations were quantified using Quick Start™ Bradford Protein Assay (Bio-Rad) according to the manufacturer protocol. Lysates were subsequently resolved by 15% SDS-PAGE gel, wet-transferred onto PVDF membranes, and probed with 1:1000 anti-SETDB1 (ThermoFisher, PA5-30334), 1:1000 anti-CTCF (Active Motif, 61311), 1:1000 anti-FLAG (Sigma-Aldrich, F3165) or 1:20000 anti- β-Tubulin (Abcam, 6046) antibodies. Signals were developed with Clarity™ Western ECL Substrate (Bio-Rad) according to manufacturer’s protocol. Images were detected with ChemiDoc™ Touch Imaging System (Bio-Rad).

### Dot blot

MODified Histone Peptide Array (Active Motif) was prepared according to manufacturer’s instructions. In brief, the array slides were incubated for 2 hours in blocking buffer (5% non-fat milk in TBST) at room temperature and rinsed 3 times with TBST. The array slides were then incubated with primary antibody (H3K9me3 Abcam, 8898) at a dilution of 1:5000 overnight at 4 ^o^C, washed and then incubated in HRP-conjugated secondary antibody for 2 hours at room temperature. Chemiluminescence image of the array slides were detected and captured using ChemiDoc™ Imaging System (Bio-Rad). Images were analysed using Array Analyze Software (Active Motif) to determine the specificity of the antibody using automatic background level. Multiple peptide average is used to display an overview of the antibody’s specificity.

### Native and Crosslink Chromatin Immunoprecipitation-sequencing (ChIP-seq)

Native ChIP was performed with 1 × 10^7^ of cells. Cells were resuspended in cold douncing buffer (10 mM Tris-Cl pH7.5, 4 mM MgCl_2_, 1 mM CaCl_2_, 1X PIC) and homogenized 20 times with 25 gauge 5/8 inch needle. 0.8 uL of MNase (Thermo Scientific™, 88216) was added to digest chromatin at 37 °C for 10 min. 10 mM EDTA was added to the homogenate to quench the digestion on ice for 5 min. Cells were incubated with hypotonic lysis buffer (0.2 mM EDTA pH8.0, 0.1 mM benzamidine, 0.1 mM PMSF, 1.5 mM DTT, 1X PIC) on ice for 1 hour and vortexed every 10 min. Lysate was centrifuged to remove debris and incubated overnight with prewashed Dynabeads™ M-280 Sheep Anti-Mouse IgG (Invitrogen™, 11202D) that bound with rabbit anti-H3K9me3 (Abcam, 8898) or anti-H3K27ac (Active Motif, 39133) antibodies. The beads were washed twice with ChIP wash buffer (20 mM Tris-Cl pH8.0, 0.10% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 1X PIC) and once with final ChIP wash buffer (20 mM Tris-Cl pH8.0, 0.10% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl, 1X PIC). Subsequently, beads were eluted in elution buffer (100 mM NaHCO_3_, 1% SDS) and treated with ribonuclease (RNase A) and Proteinase K at 68 °C for 2 hours. Samples were purified with QIAquick PCR Purification Kit (Qiagen) according to manufacturer protocol.

Crosslink ChIP was performed with 1 × 10^7^ of cells. Cells were crosslinked in 1% formaldehyde for 10 min and were resuspended in cold lysis buffer (50 mM Tris-Cl pH8.0, 1% SDS, 10 mM EDTA, 1 mM PMSF, 1X PIC). Chromatin was sonicated (Covaris S220 Focused-ultrasonicator) for 450 s at 4 °C at 175 W with 10% of duty factor and 200 cycles per burst and maintained on ice. Sonicated chromatin was centrifuged to remove debris and diluted 1:4 in IP dilution buffer (20 mM Tris-Cl pH8.0, 0.15 M NaCl, 2 mM EDTA, 1% Triton X-100, 1X PIC). Immunoprecipitation was performed using with Dynabeads™ Protein A (Invitrogen™) with 5 µg of rabbit anti-CTCF (Active Motif, 61311) or anti-SMC3 antibody (Abcam, 9263) at 4 °C for 2 hours. Beads were washed with wash buffer 1 (20 mM Tris-Cl pH8.0, 0.15 M NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS, 1 mM PMSF), then with wash buffer 2 (20 mM Tris-Cl pH8.0, 0.5 M NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS, 1 mM PMSF), then with wash buffer 3 (10 mM Tris-Cl pH8.0, 0.25 M LiCl, 1 mM EDTA, 0.5% IGEPAL CA-630, 0.5% DOC), and finally with 1X TE (10 mM Tris-Cl pH8.0, 1 mM EDTA). Subsequently, chromatin was eluted from beads in elution buffer (25 mM Tris-Cl pH7.5, 5 mM EDTA, 0.5% SDS) and treated with ribonuclease (RNase A) and Proteinase K at 37 °C for 1 hour followed by 65 °C overnight. Samples were purified with QIAquick PCR Purification Kit (Qiagen) according to manufacturer protocol.

All ChIP-seq libraries were prepared according to the Illumina protocol and sequenced on the Illumina NextSeq 500 platform.

### Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq)

ATAC-seq protocol was adapted from Buenrostro et al. ^77^ with minor modifications. 5 × 10^4^ fresh cells were lysed in cold lysis buffer (10 mM Tris-Cl pH7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630, 0.1% Tween-20, 0.01% Digitonin (Invitrogen™ BN2006), 1X PIC) for 3 min. Cells were collected by centrifugation at 4 °C for 10 min at 500 *g*. Transposition reaction mix containing Tn5 (Vazyme) were added to the cells and incubated at 37 °C for 30 min. Tagmented DNA was purified with MiniElute PCR Purification Kit (Qiagen) and amplified using KAPA 2X HiFi Hotstart Mix (KAPA Biosystem) with corresponding Nextera primers (Illumina). Amplified DNA was purified and size selected using AMPure XP beads (Beckman and Coulter). Libraries were sequenced on the Illumina NextSeq 500 platform.

### Micrococcal nuclease digestion with deep sequencing (MNase-seq)

MNase-seq protocol was adapted from Cui and Zhao et al. ^78^ with minor modifications. 2 × 10^6^ cells were homogenize with 25 gauge 5/8 inch needle, in cold homogenization buffer (10 mM Tris-HCl pH7.5, 4 mM MgCl_2_, 1 mM CaCl_2_, 1X PIC). 0.8uL of MNase (Thermo Scientific™, 88216) was added to the homogenate and incubated at 37 °C for 2 min. 10 mM EDTA was added to the homogenate to quench the digestion on ice for 5 min. Cold hypotonic Lysis buffer (0.2 mM EDTA, 0.1 mM Benzamidine, 0.1 mM PMSF, 1.5 mM DTT, 1X PIC) was added to the reaction mixture and incubated on ice for 1 hour. The pellet was centrifuged at 3000 *g* for 5 min and supernatant was collected. DNA was recovered using QIAquick PCR Purification Kit (Qiagen) following manufacture instruction. Libraries were built using KAPA HyperPrep kit according to manufacturer protocol and converted to DNBSEQ-G400 compatible library using MGIEasy Universal Library Conversion Kit (App-A) (MGI tech, 1000004155) following manufacturer instructions. The libraries were sequenced on the MGI Tech DNBSEQ-G400 sequencer.

### Hi-C

Hi-C was performed using Arima-HiC Kit (Arima Genomics) according to manufacturer protocol. 1 × 10^6^ of cells were used as starting material. DNA fragmentation was done with the same setting as in ChIP on the Covaris S220 Focused-ultrasonicator. Libraries were built using KAPA Hyper Prep kit according to manufacturer protocol. Two biological replicates were prepared for each sample. The libraries were sequenced on the Illumina Novaseq sequencer.

#### Bioinformatic analysis

##### ChIP-seq and 5hmC Capture-seq data analysis

Reads were aligned to the mm10 (GRCm38) mouse reference genome, using Bowtie v1.2 with parameters -v 3 -m 1 --best --strata. Duplicates were removed with Picard MarkDuplicates v2.9.0. For ChIP-seq data, input subtracted reads per kilobase per million reads (RPKM) values were calculated for 100 bp bins^63^. For 5hmC Capture-seq data, RPKM values were calculated per 100 bp bins.

Peaks for H3K9me3 were called by EPIC v0.2.9 with parameters -k -w 200 -g 3 -fs 200 -egf 0.8917. Peaks for CTCF were called by MACS2 v2.1.0 with parameters --keep-dup all -g 2.43e9 -q 0.05. Motif analysis for H3K9me3 peaks was performed by HOMER with the whole genome as background^79^. Poisson *p* value of pairwise comparison of ChIP data was calculated. Adjusted *p* value was calculated with Benjamini-Hochberg method. Increased CTCF peaks were defined as significantly increased CTCF enrichment (*q* < 5e−4 in *Setdb1* KO (*n* = 2669), and *q* < 5e−2 in *Dnmt* TKO ESC (*n* = 2259)).

##### RNA-seq data analysis

Reads were aligned to the mm10 (GRCm38) mouse reference genome and transcriptome assembly GENCODE GTF vM15 separately with the Spliced Transcripts Alignment to a Reference (STAR) v2.5.3a^80^. The uniquely aligned reads to the genome were used for further analysis. Gene expression values were quantified by fragments per kilobase per million reads (FPKM) using RSEM^81^. Expression values of repetitive elements were quantified by uniquely aligned read counts.

Poisson *p* value of pairwise comparison of expression data was calculated as previously described^40^. *p* values were adjusted by Benjamini-Hochberg method. Dysregulated genes were defined as *q* < 0.001 and fold change > 2. Dysregulated individual repetitive elements were defined as *q* < 0.01 and fold change > 2.

##### Whole Genome Bisulfite Sequencing (WGBS) data analysis

Reads were aligned to the mm10 (GRCm38) mouse reference genome by Bismark v0.29.0^82^. Duplicates were removed with Picard MarkDuplicates v2.9.0. To determine the efficiency of bisulfite conversion, reads were mapped to lambda genome. To calculate the mean methylated CpG percent in regions of interest, window size of 100 bp was used, with those having less than 5 aligned reads being filtered out. For visualization, individual CG methylation levels were extracted for CG sites with coverage of ≥ 5 reads.

##### ATAC-seq data analysis

Low quality reads (Phred, score ≤20) were removed and adaptors were trimmed (Trim Galore v0.4.3). Reads were aligned to the mm10 (GRCm38) mouse reference genome (Bowtie2 v2.3.3.1)^83^. Reads with more than one best alignment and duplicates were removed (Picard MarkDuplicates v2.9.0). The alignments were then adjusted to set the start site of each read as the center of the transposase binding (MACS2 v2.1.0)^77,84^. Reads Per Million (RPM) normalized signal were generated for visualization. Peaks were called by MACS2 with parameters --nomodel --keep-dup all -p 0.01 to define open chromatin sites. Read counts were quantified by GenomicAlignments v1.18.1^85^. To make sure the signal to noise ratio uniform, we conducted signal normalization by S3norm with default parameters (bin size of 200 bp)^86^.

##### MNase-seq data analysis

Adapter sequence contamination of the raw reads of each MNase-seq libraries were removed by Trim Galore v0.6.6 with parameters --paired -a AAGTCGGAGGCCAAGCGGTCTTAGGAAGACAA -a2 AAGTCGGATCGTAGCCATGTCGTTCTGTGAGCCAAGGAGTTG. Trimmed reads were mapped to the mm10 (GRCm38) mouse reference genome using Bowtie2 v2.4.2 with parameters -q --phred33 --end-to-end --sensitive --no-mixed --no-discordant. PCR duplicates were excluded in downstream analysis using Picard MarkDuplicates v2.23.8. Mapped read pairs with less than 4 mismatches were retained using bamtools v2.5.1 with parameter filter -tag “XM: < 4”. Based on the inferred fragment size of each pair, fragments with length between 141 to 190 bp were passed to DANPOS v2.2.2 with parameter dpos -m 1 to define the location of nucleosome. Nucleosome occupancy was quantile normalized with WIQ function in DANPOS and visualized in with deepTools v3.0.1.

##### Hi-C data analysis

The alignment was processed by Juicer v1.5.6^87^ mapped to mouse reference genome mm10 (GRCm38). All the other parameters of Juicer were set to default. Hi-C quality metric can be found in Supplementary Table 1. Replicates were merged for subsequent analysis.

A/B compartments were called by cooltools v0.3.2^88^ call-compartments function at 25 kb resolutions. The first three eigenvectors were calculated for each bin. The eigenvalues that best correlated with ATAC-seq signals (RPM) were reported as compartmentalization score. The sign of eigenvalues was adjusted per chromosome to positively correlate with ATAC signal. Hence, A and B compartments were represented by positive and negative values, respectively.

Hi-C contact matrices with Knight-Ruiz (KR) normalization^89^ were generated by Juicer dump and used in producing directionality index and TADs calls by Hi-C Domain Caller^20^ at 25 kb resolution.

##### Hi-C chromatin loop analysis

Interaction frequency of chromatin loops called at 10 kb and 5 kb resolution by Juicer HiCCUPS with the default setting for high resolution maps^18^ (WT: *n* = 10,122, *Setdb1* KO: *n* = 10,598). Loops called from different samples with exactly the same anchors were merged to keep only one set of definitions, generating a combined set of chromatin loops (*n* = 16,554). Poisson test was conducted to the normalized contacts counts for each chromatin loop between *Setdb1* KO versus WT. The details of the test and normalization method were the same for significant interaction analysis. Increased and decreased chromatin loops were defined as *q* < 0.1, fold change > 2 (*n* = 794) and *q* < 0.1, fold change <0.5 (*n* = 499), respectively.

##### Hi-C significant interactions

Significant interactions were called by Fit-Hi-C at 25 kb, 10 kb, and 5 kb resolutions^90^. Interactions with *q* < 0.1 in any of the samples were kept. For significant interactions completely overlapped at different resolutions, only the highest resolution was kept. All merged significant interactions constitute the set of “all significant interactions” (*n* = 4,293,766) used in further analysis.

For each sample, the counts of the significant interactions were scaled down to the smallest Hi-C contacts number and the differential test was conducted for *Setdb1* KO versus WT as previously described^40^. *p* values were adjusted by the Benjamini-Hochberg method. Increased and decreased significant interactions were defined as *q* < 0.1, fold change > 2 (*n* = 16,087) and *q* < 0.1, fold change <0.5 (*n* = 7926), respectively.

##### Enrichment analysis

Enrichment analysis was conducted (shown in Supplementary Fig. 5b–d). Random distribution was obtained by density function from 10,000 times random simulation. *p* values are obtained by non-parametric bootstrapping.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source data

## Data Availability

All sequencing datasets generated in this study have been deposited under the accession number GEO: GSE184471. Source data are provided with this paper. Sources of publicly available NGS Datasets used in integrative analysis are included in Supplementary Data file 3. Source data are provided with this paper.

# Supplementary material for: Cell-type differential targeting of SETDB1 prevents aberrant CTCF binding, chromatin looping, and cis-regulatory interactions
**Source:** Nat Commun. 2024 Jan 2;15:15. doi: 10.1038/s41467-023-44578-0
**Supplement:** Supplementary file 1 — Supplementary Information

**Cell-type differential targeting of SETDB1 prevents aberrant CTCF binding, chromatin looping, and *cis*-regulatory interactions**

**Phoebe Lut Fei Tam, Ming Fung Cheung, Lu Yan Chan and Danny Leung**

**Supplementary Information**

Supplementary Figures 1-6

Supplementary Table 1

Uncropped blots of Supplementary Figure 2d

Supplementary References

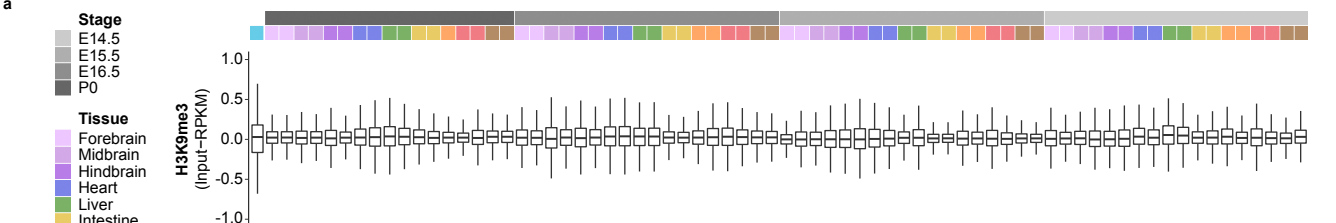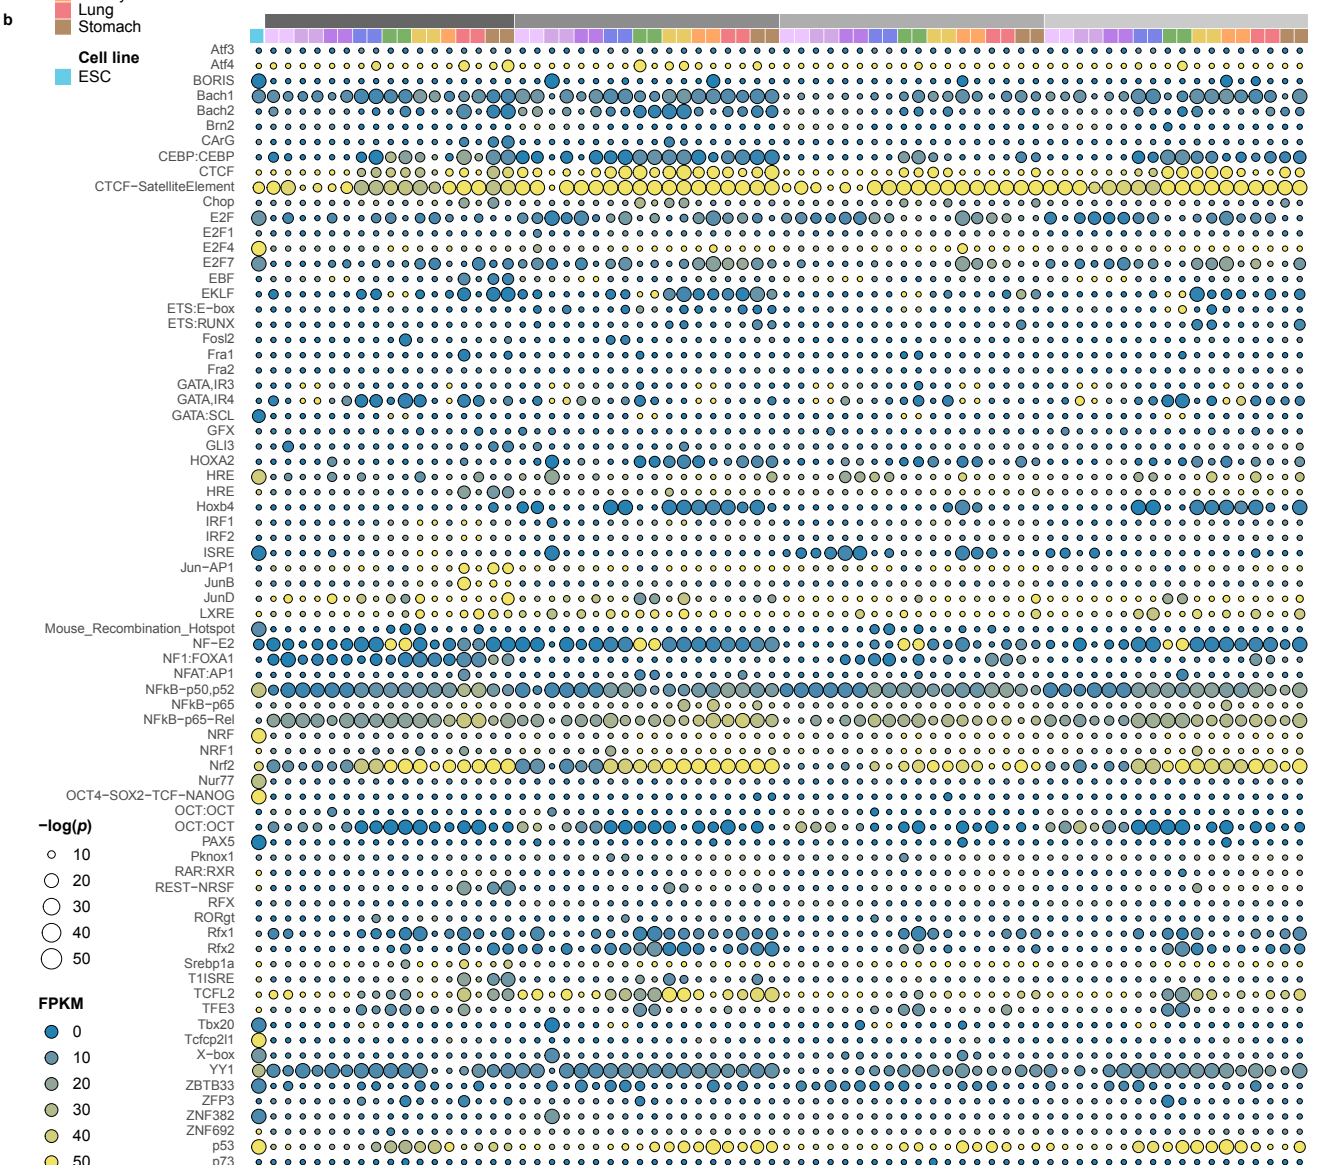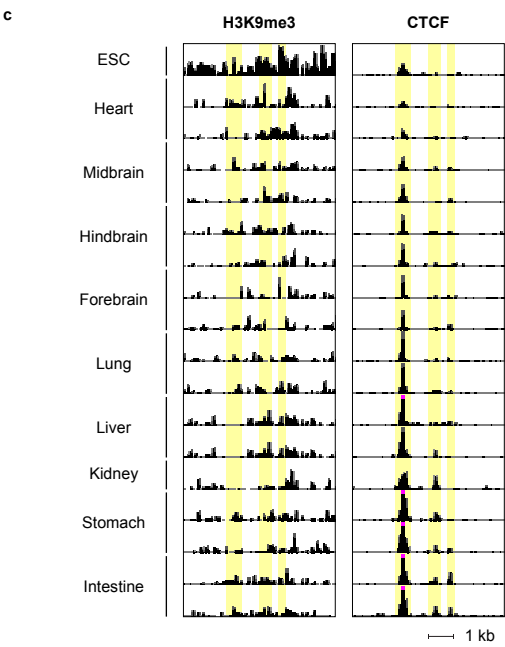

**Supplementary Figure 1. Analysis of H3K9me3 enrichment across samples and its relationship with CTCF binding.** **a)** Box plot shows comparable mean H3K9me3 signals (input-RPKM) across the whole genome among each of the analysed samples. **b)** Dot plot represents motif analysis of H3K9me3 peaks conducted by HOMER. Top 20 significant motifs from each sample are included and shown in alphabetical order. Gene expression levels (FPKM) of the corresponding transcription factors in each sample are calculated from publicly available RNA-seq datasets (ENCODE). **c)** A genome browser screenshot demonstrates mutual exclusivity of H3K9me3 (left) and CTCF (right) enrichment in ESCs and tissues at P0. Defined CTCF peaks are highlighted (yellow shading). H3K9me3 ChIP-seq signals are displayed as input subtracted RPKM values with y-axis ranging from 0-10 and 0-5 for ESCs and P0 tissues, respectively. CTCF ChIP-seq signals are shown as input subtracted RPKM values with y-axis ranging from 0-20. Both frames show the same region on chromosome 6 (chr6:37,742,689-37,748,811). Source data are provided as a Source Data file.

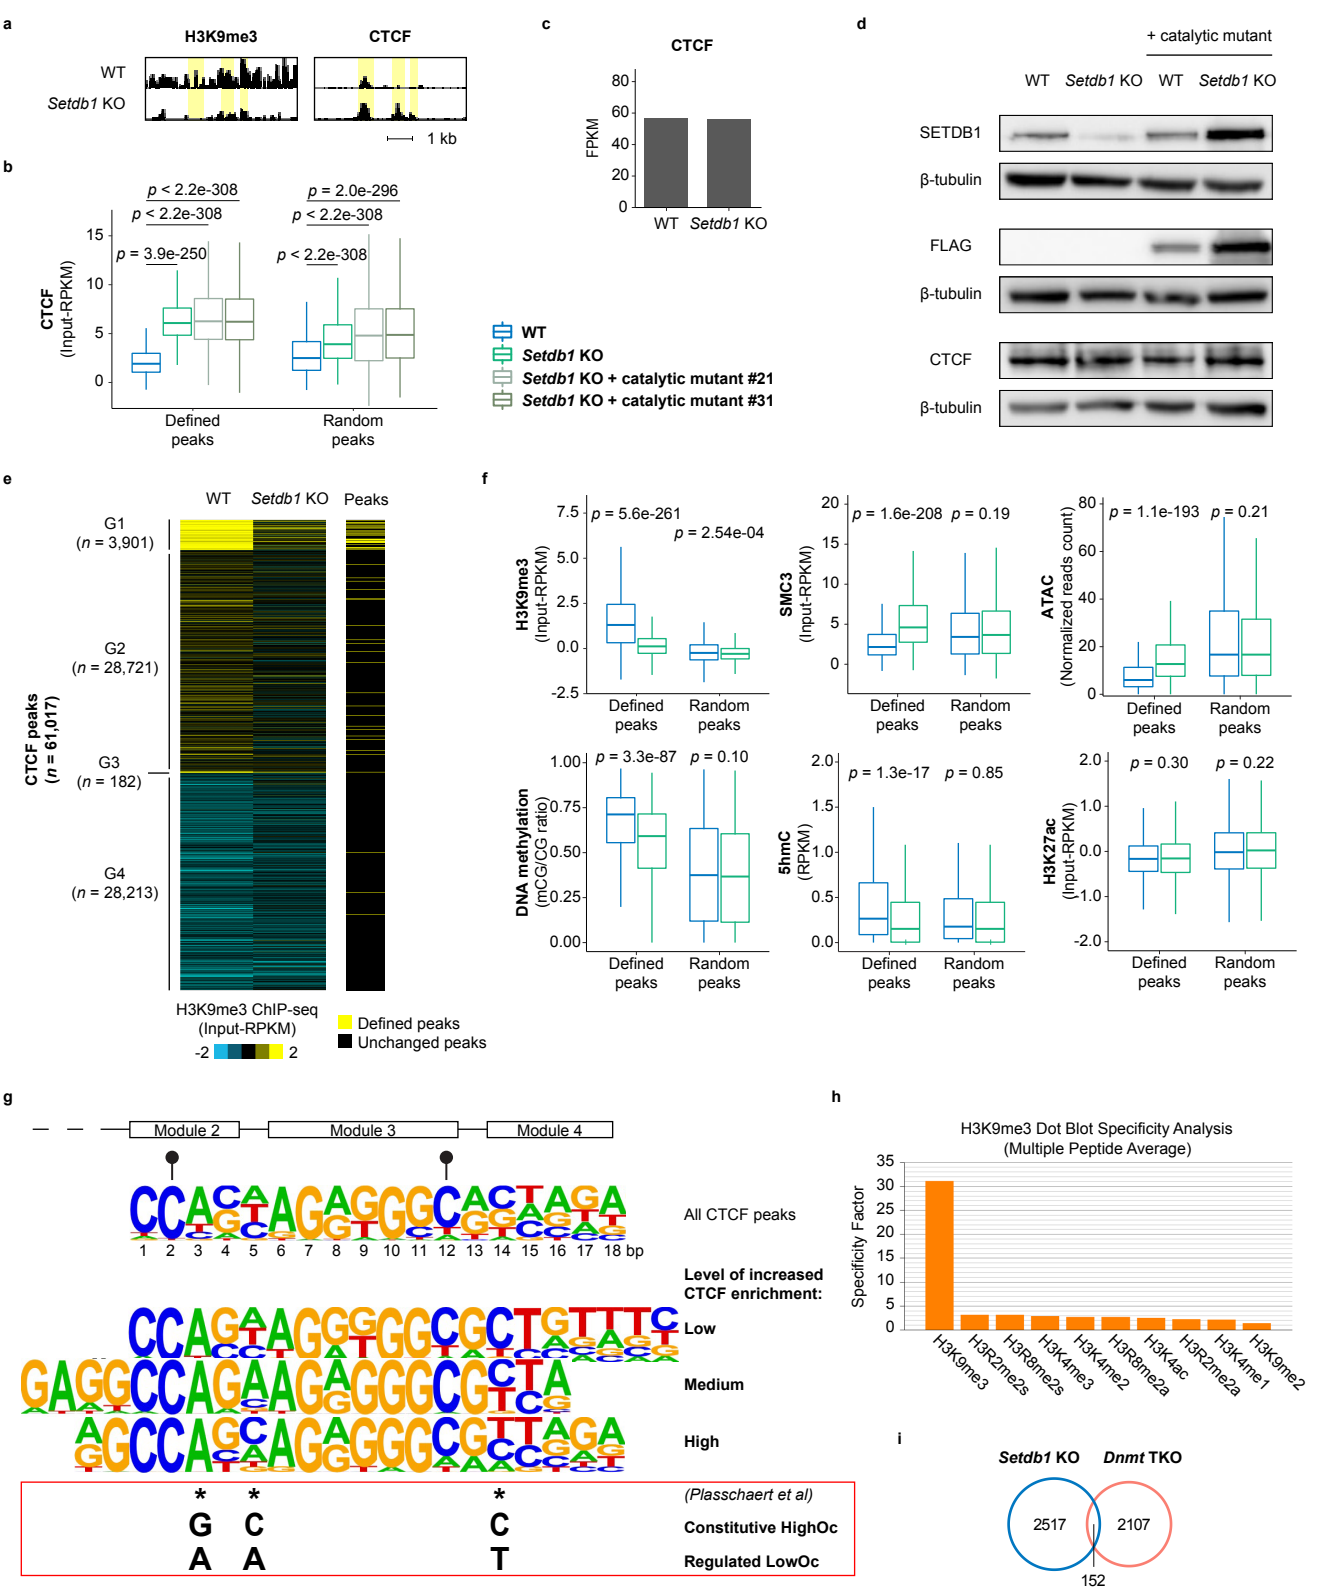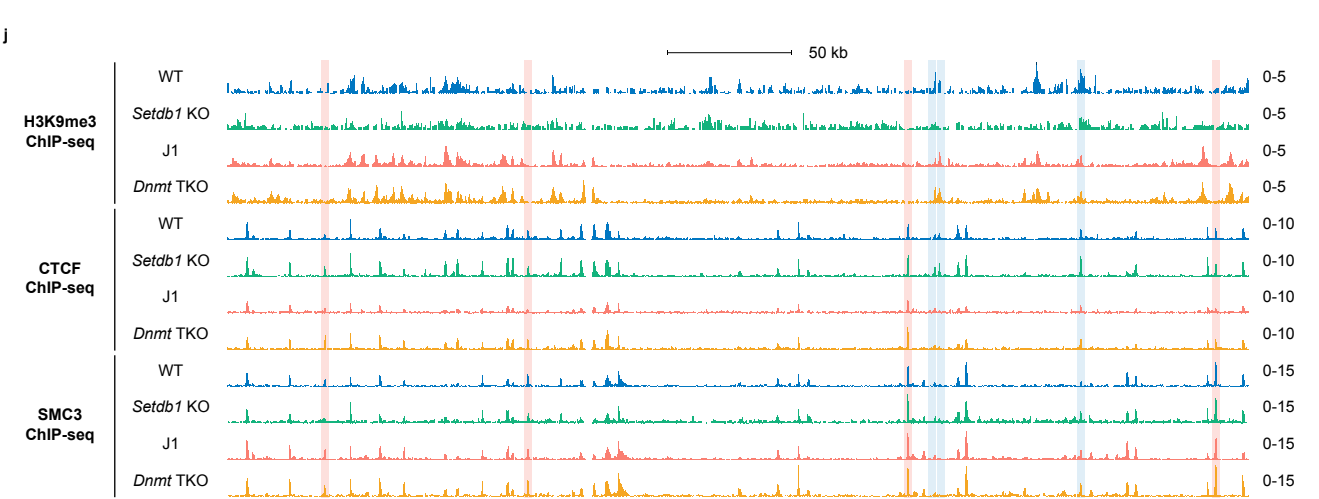

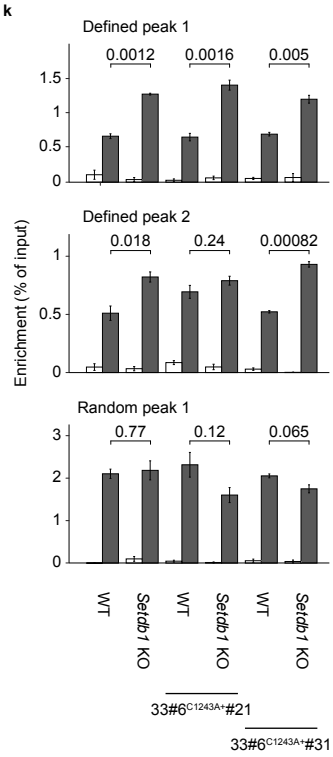

**Supplementary Figure 2. SETDB1/H3K9me3 regulates CTCF binding independently of DNA methylation.**

**a)** A genome browser screenshot displays an example of increased CTCF binding upon H3K9me3 depletion. 

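At the locus of Supplementary Fig. 2a on chromosome 6 (37742689 to 37748811), the *Setdb1* KO list held 3 CTCF peaks, of which 2 were KO-only, and the WT list held 1. The paper chose this locus to show increased CTCF binding, so these counts are not independent evidence. The stronger KO-only peak spans 37745949 to 37746456, had a fold enrichment of 7.50 and 50 fragments, and holds the 5' part of B2 and the motif CCAGAAGAGGGCGC. The other KO-only peak spans 37746630 to 37746916, with a fold enrichment of 5.34 and 25 fragments. The shared site, 126 kb from *Trim24*, a transcriptional coregulator gene, had 81 fragments in *Setdb1* KO and 42 in WT, a ratio of 1.93 (95% interval 1.31 to 2.87), which includes the median of 1.36 over all shared sites.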

H3K9me3 (left) and CTCF (right) ChIP-seq signals are shown as input subtracted RPKM with y-axis are set from 0-10 and 0-20, respectively. The shown region is identical to the chromosome 6 region included in Extended Data Fig. 1c. **b)** Box plots illustrate CTCF ChIP-seq signals (input-RPKM) at increased and number-matched random CTCF peaks ( $n = 2,669$ ) in WT, *Setdb1* KO, and two lines of SETDB1 catalytic mutant ESCs.  $p$  value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 –  $1.5 \times$  interquartile range and Quartile 3 +  $1.5 \times$  interquartile range, respectively. **c)** CTCF shows similar expression levels by RNA-seq<sup>1</sup> (FPKM) in WT and *Setdb1* KO ESCs. **d)** Western blot results validate the drastic loss of SETDB1 but no detectable changes in CTCF protein abundance in *Setdb1* KO compared to WT ESCs. It also confirms the presence of FLAG-tagged catalytic mutant version of SETDB1 protein.  $\beta$ -tubulin is used as a loading control. **e)** Heatmap generated by  $k$ -means clustering ( $k = 4$ ) shows majority of increased CTCF peaks (mostly in group 1 and 2) exhibit loss of H3K9me3. ChIP-seq signals are displayed as input subtracted RPKM. Increased CTCF peaks are annotated as yellow on the right. **f)** Box plots illustrate H3K9me3, SMC3, and H3K27ac ChIP-seq signals (input-RPKM), 5hmC capture-seq signals (RPKM)<sup>2</sup>, DNA methylation levels (mCG/CG ratio)<sup>2</sup>, and ATAC-seq signals (normalized reads count) at increased and number-matched random CTCF peaks ( $n = 2,669$ ) in WT and *Setdb1* KO ESCs.  $p$  value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 –  $1.5 \times$  interquartile range and Quartile 3 +  $1.5 \times$  interquartile range, respectively. **g)** Low occupancy CTCF sites are more susceptible to be regulated by SETDB1. Black circles represent potential DNA methylation at cytosine located at 2nd and 12th bp in a subset of CTCF motifs<sup>3</sup>. Motif logos generated from HOMER of the increased CTCF enrichment sites ranging from lowest to highest. Red box illustrates the 3 base variances of the consensus CTCF motif that enriched in constitutive high occupancy (HighOc), and regulated low occupancy (LowOc), respectively. **h)** Dot blot of H3K9me3 antibody on MODified histone peptide array shows the affinity to distinct histone modifications. The specificity factor is calculated from multiple peptide average. The antibody used has significantly higher affinity to H3K9me3 than any other tested marks. **i)** Venn diagram illustrates the low overlap of increased CTCF peaks between *Setdb1* KO ( $n = 2,669$ ) and *Dnmt* TKO ( $n = 2,259$ ) ESCs. **j)** A genome browser screenshots shows examples of *Setdb1* KO- (green shading) and *Dnmt* TKO-specific (orange shading) increased of CTCF binding sites on

chromosome 11 (chr11:114,520,000-114,920,000). 

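Between 114520000 and 114920000 on chromosome 11, 42 CTCF peaks were listed in *Setdb1* KO and 36 in WT, with 7 KO-only peaks and 1 WT-only peak. The 35 shared sites had a median ratio of the *Setdb1* KO to the WT pileup of 1.37. Summed over these sites, the ratio was 1.38 (95% interval 1.29 to 1.47), where it was also 1.38 over all shared sites of the genome. The site at 114603288 had the pileups 85 and 31 (ratio 2.74, 1.80 to 4.28). KO-only peaks lay 0.478 kb from *Ttyh2*, a chloride channel family gene, from 114721283 to 114722034, and in an exon of *Kif19a*, a kinesin gene, from 114785998 to 114786240.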

A mild global increase of CTCF binding were observed in both *Setdb1* KO and *Dnmt* TKO. H3K9me3, CTCF, and SMC3 ChIP-seq signals are shown as input subtracted RPKM. **k)** SETDB1 catalytic mutant ESCs shows the same trend of increased CTCF occupancy. ESCs were analysed using ChIP with specific for CTCF and non-specific IgG (IgG) as a control. Quantitative PCR (qPCR) was carried out using primers specific for increased (defined) and random CTCF peaks defined in *Setdb1* KO ESCs. Values are presented as relative to input. Error bars represent  $\pm$  standard deviation between technical triplicates. Significance was measured by Student's t-test. Source data are provided as a Source Data file.

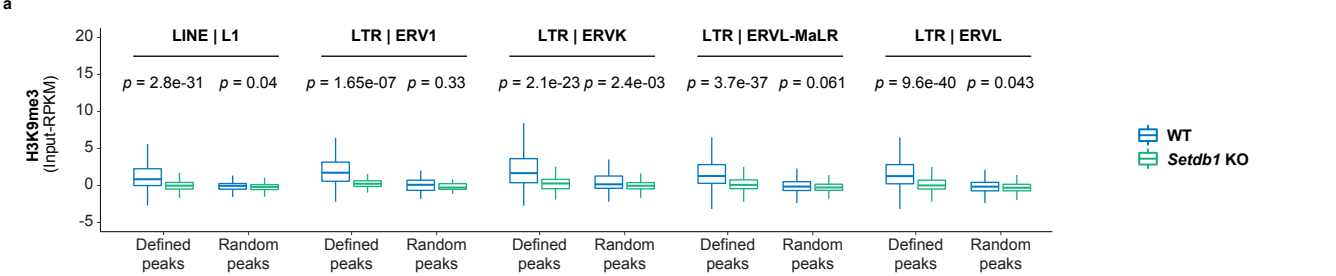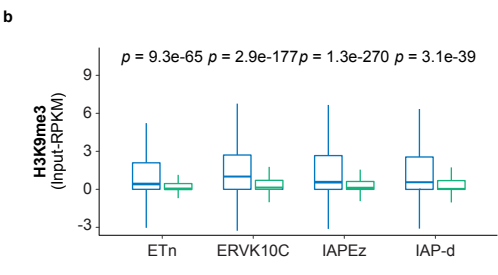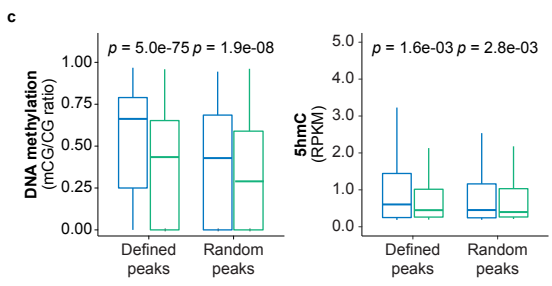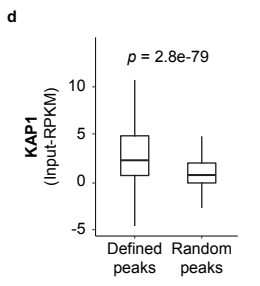

### Supplementary Figure 3. H3K9me3 and DNA methylation profiles of retrotransposons.

**a)** Box plot shows H3K9me3 ChIP-seq signals (input-RPKM) at L1, ERV1, ERVK, ERVL-MaLR, and ERVL elements located at increased and number-matched random CTCF peaks ( $n = 2,669$ ) in WT and *Setdb1* KO ESCs, respectively.  $p$  value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 –  $1.5 \times$  interquartile range and Quartile 3 +  $1.5 \times$  interquartile range, respectively. **b)** Box plot shows significant H3K9me3 enrichment (input-RPKM) at known *Setdb1*-targeted ERVs (ETn:  $n = 1,805$ ; ERVK10C:  $n = 3,230$ ; IAPeZ:  $n = 7,319$ ; IAP-d:  $n = 1,323$ ).  $p$  value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 –  $1.5 \times$  interquartile range and Quartile 3 +  $1.5 \times$  interquartile range, respectively. **c)** Box plots demonstrates 5hmC (RPKM) capture-seq signals<sup>2</sup> and DNA methylation levels<sup>2</sup> (mCG/CG ratio) of B2 elements located at increased and number-matched random CTCF peaks ( $n = 2,669$ ) in WT and *Setdb1* KO ESCs, respectively.  $p$  value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 –  $1.5 \times$  interquartile range and Quartile 3 +  $1.5 \times$  interquartile range, respectively. **d)** Box plots demonstrates KAP1 ChIP-seq signals<sup>4</sup> (input-RPKM) at SINE B2 elements located at increased and number-matched random CTCF peaks ( $n = 2,669$ ) in J1 ESCs.  $p$  value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 –  $1.5 \times$  interquartile range and Quartile 3 +  $1.5 \times$  interquartile range, respectively. Source data are provided as a Source Data file.

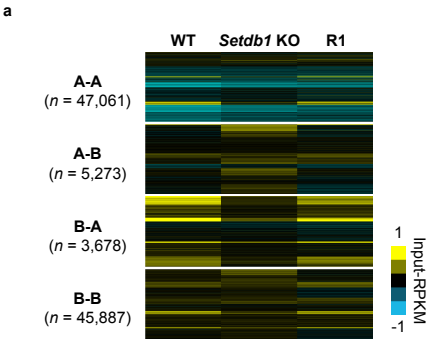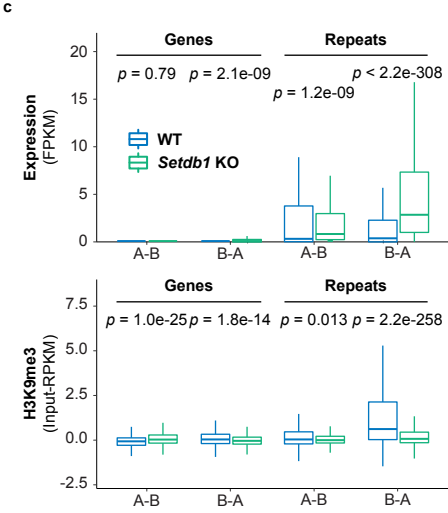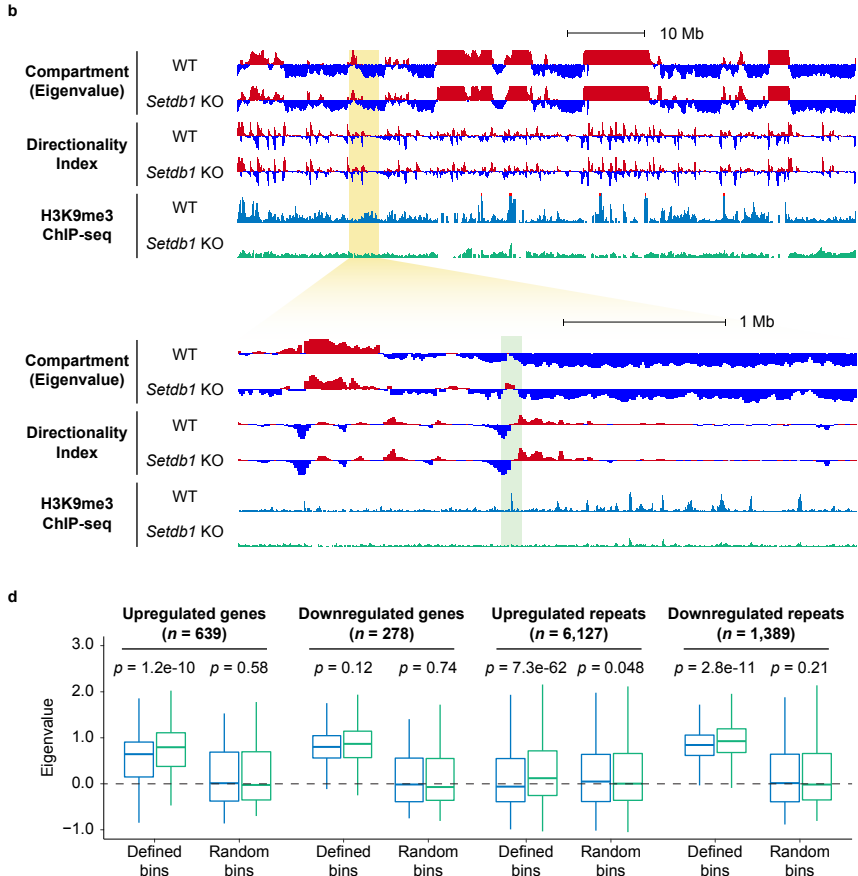

#### Supplementary Figure 4. Subtle compartment changes in *Setdb1* KO ESCs.

**a)** Heatmap shows H3K9me3 signals (input-RPKM) of each bin as demonstrated in Fig. 4a, in WT, *Setdb1* KO, and R1 ESCs. Similar H3K9me3 enrichment was observed in datasets from our WT and from R1<sup>5</sup> cells in B-to-A switching ( $n = 3,678$ ) and unchanged B ( $n = 45,887$ ) compartment bins. A small subset of A-to-B switching bins ( $n = 5,273$ ) show change in *Setdb1* KO cells, while unchanged A compartments ( $n = 47,061$ ) show no substantial H3K9me3 enrichment in any samples. **b)** A genome browser screenshot illustrates consistent compartmentalization (y-axis eigenvalue: -0.5 - 0.5) and TADs (directionality index score: -1000 - 1000) in a large region on chromosome 6 (chr6:724,733-83,490,822) (top). H3K9me3 ChIP-seq signals are shown as input subtracted RPKM (y-axis: 0-2). Zooming into the region (chr6:17,192,714-21,728,783) (bottom), an example is shown of compartment switching from B to A concomitant with H3K9me3 loss (green shading). Notably, the adjacent B compartment bins marked with H3K9me3 display no eigenvalue change in *Setdb1* KO cells. Positive and negative scores represent compartment A and B, respectively. **c)** Box plots illustrate expression and H3K9me3 enrichment of all genes and repeats that are located in compartment-switching bins (genes at A-B:  $n = 1,625$ ; genes at B-A:  $n = 1,893$ ; repeats at A-B:  $n = 523$ ; repeats at A-B:  $n = 5,235$ ) in WT and *Setdb1* KO ESCs.  $p$  value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 - 1.5 × interquartile range and Quartile 3 + 1.5 × interquartile range, respectively. **d)** Box plot shows subtle changes of eigenvalue of bins that overlapped with dysregulated genes and repeats and number-matched random bins as shown in Fig. 4b.  $p$  value is calculated by two-tailed Wilcoxon test. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 - 1.5 × interquartile range and Quartile 3 + 1.5 × interquartile range, respectively. Source data are provided as a Source Data file.

### Supplementary Figure 5. Disrupted chromatin loops and altered transcriptions.

**a)** Scatter plot shows contact frequencies of all chromatin loops defined by HiCCUPs ( $n = 16,554$ ). Loops with increased interaction frequencies ( $q < 0.1$  and fold change  $> 2$ ;  $n = 794$ ) and decreased interaction frequencies ( $q < 0.1$  and fold change  $< 0.5$ ;  $n = 499$ ) in *Setdb1* KO cells are marked with red and blue dots, respectively. Pearson correlation coefficient ( $R$ ) is included. **b)** Density curve (grey) illustrates the distribution (counts) of increased or number-matched, randomly sampled (10,000 times) chromatin loops ( $n = 794$ ) that overlap with increased CTCF binding sites at least one anchor. The red line indicates the actual number of loops ( $n = 193$ ) with increased CTCF peaks.  $p$  values are obtained by non-parametric bootstrapping. Related to Fig. 5b. **c)** Density curve (grey) illustrates the distribution (counts) of number-matched randomly selected (10,000 times) genes ( $n = 286$ ) that are located at decreased chromatin loops. The red line indicates the actual number of downregulated genes that fall into decreased chromatin loops ( $n = 62$ ).  $p$  values are obtained by non-parametric bootstrapping. Related to Fig. 5c. **d)** Density curve (grey) illustrates the distribution (counts) of altered or number-matched, randomly sampled (10,000 times) chromatin loops ( $n = 1,293$ ) that overlap with dysregulated genes. The red line indicates the actual number of altered loops ( $n = 674$ ) that contain dysregulated genes.  $p$  values are obtained by non-parametric bootstrapping. Related to Fig. 5d. **e)** Venn diagram shows minimal overlap between H3K9me3/H3K36me3 co-enriched dual domains and H3K9me3-regulated CTCF binding sites. **f)** Boxplot illustrates CTCF peaks are H3K36me3-independent. Both H3K9me3-regulated and number-matched random CTCF peaks ( $n = 2,669$ ) show background levels of H3K36me3 enrichment. H3K36me3 peaks are shown as positive control. The centre and bounds of boxes refer to the median and quartiles of all data points, respectively. The minima and maxima of boxplots indicate Quartile 1 –  $1.5 \times$  interquartile range and Quartile 3 +  $1.5 \times$  interquartile range, respectively. **g)** Heatmap shows the ATAC-seq signal (normalized read counts) and the H3K27ac and H3K9me3 ChIP-seq signals (input-RPKM) at bins that have increased interactions with non-H3K9me3 marked upregulated genes ( $n = 109$ ) and repeats ( $n = 331$ ) in WT and *Setdb1* KO ESCs. Bins are sorted by WT H3K9me3 signal. A subset of bins (red box) show loss of H3K9me3 and gaining of H3K27ac and chromatin accessibility in *Setdb1* KO cells. These may be putative *cis*-regulatory elements for the associated upregulated genes. Number of bins that overlapped with H3K9me3/H3K36me3 co-enriched dual domains is annotated on the right. **h)** A genome browser screenshot shows the upregulated *Ccny* gene (RNA-seq *Setdb1* KO vs WT fold change = 2.35,  $q = 3.90e-36$ ) with no change in chromatin accessibility, H3K27ac and H3K9me3 enrichment, and DNA methylation level. **i)** A genome browser screenshot shows the putative enhancer region (chr18:9,585,000-9,590,000) (orange shading) that significantly gained interaction ( $q =$

0.00273) with the promoter of *Ccny* shown in panel h. **j)** *Cdx2* shows no derepression in *Dnmt* TKO ESCs and *Setdb1* KO neurons as detected by RNA-seq (FPKM)<sup>6,7</sup>. **k)** A genome browser screenshot illustrates the significantly lost and gained interactions defined in *Setdb1* KO ESCs between *Cdx2* and distal bins (bins A and B, respectively (purple shading)) from Fig. 5a. Bin B shows no gained CTCF binding in *Dnmt* TKO ESCs and *Setdb1* KO neurons and is associated to silenced *Cdx2*. H3K9me3, CTCF, SMC3, and H3K27ac ChIP-seq tracks are displayed as input subtracted RPKM values. ATAC-seq and RNA-seq datasets are shown as RPM values. **l)** Venn diagram illustrates the low overlap of increased CTCF peaks between *Setdb1* KO ESCs ( $n = 2,669$ ) and *Setdb1* KO neurons ( $n = 2,829$ ). **m)** Heatmap generated by *k*-means clustering ( $k = 8$ ) shows differential regulated CTCF enrichment by SETDB1 in mouse ESCs and neurons. Overall increase of CTCF binding in whole genome is observed from both cell-types. **n)** A genome browser screenshot shows P0 mouse intestine to be the only analysed tissue-type with *Cdx2* expression and CTCF binding at both *Cdx2* (yellow shading) and bin B (purple shading). RNA-seq datasets are shown as RPM values with y-axis ranging from 0-5. CTCF ChIP-seq tracks are displayed as input subtracted RPKM values with y-axis ranging from 0-8. **o)** A genome browser screenshot illustrates an example of ESC-specific CTCF regulation by SETDB1 (yellow shading). SETDB1 functions to prevent CTCF binding at this locus in ESCs. However, the sequence is occupied by CTCF in neurons, regardless of *Setdb1* deletion status. RNA-seq datasets are shown as RPM values. H3K9me3 and CTCF ChIP-seq tracks are displayed as input subtracted RPKM values. **p)** Heatmaps show CTCF, SMC3, SMC1A, RAD21, SETDB1, and H3K9me3 ChIP-seq signals (RPKM) in WT and *Setdb1* KO ESCs, Hepatocytes<sup>8</sup>, and T helper 2 cells (Th2)<sup>9</sup>. Similar global enrichment patterns of CTCF, SMC3, SMC1A, and RAD21 are observed across cell-types. However, SMC1A and SETDB1 ChIP-seq datasets from Warriar et al are not consistent on the most part<sup>10</sup> (group 2, 4, and 8). Moreover, our H3K9me3 ChIP-seq datasets from WT and *Setdb1* KO ESCs are similar to previously published datasets generated from the same cell line. Source data are provided as a Source Data file.

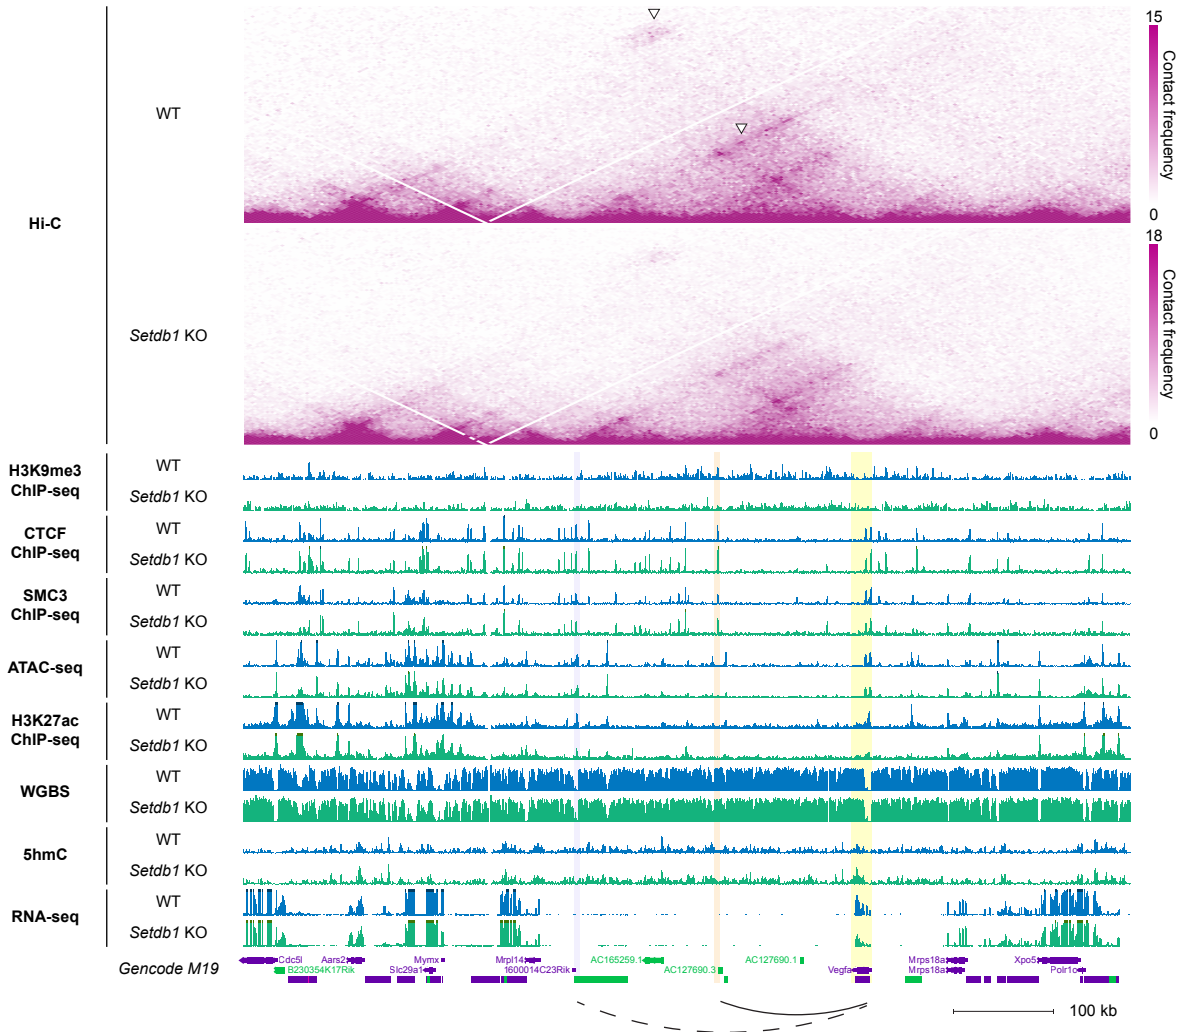

## Supplementary Figure 6

A genome browser screenshot illustrates the dynamic interactome of the downregulated *Vegfa* gene (yellow shading) located within decreased loops (white arrowheads) on chromosome 17 (chr17:45,400,000-46,300,000). 

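Around *Vegfa*, which encodes the vascular endothelial growth factor A, the region from 45400000 to 46300000 on chromosome 17 held 76 CTCF peaks in *Setdb1* KO and 59 in WT, of which 17 were KO-only and none was WT-only. The KO-only peaks with the highest fold enrichments lie between genes, from 45838884 to 45839193 (12.7), from 45800259 to 45800593 (12.2) and from 45795203 to 45795599 (11.8), and each holds a CTCF motif. A KO-only peak from 45988688 to 45988987, with a fold enrichment of 9.72 and a motif, lies 28.2 kb from *Vegfa*. Within 10 kb of *Vegfa* there were 4 *Setdb1* KO peaks and 3 WT peaks, and the 3 shared sites together held 196 fragments in *Setdb1* KO and 190 in WT, with a 95% interval of the ratio of 0.841 to 1.27. Over the 59 shared sites of the region the median ratio was 1.36, as it was over all shared sites of the genome. The ratios ranged from 0.765 to 3.85, and 51 of the 59 were above 1. Farther than 10 kb from *Vegfa*, the pileups in *Setdb1* KO and WT were 88 and 31 at 46048359 (ratio 2.84, 1.87 to 4.42). They were 123 and 44 at 46079222 (2.80, 1.97 to 4.04) and 127 and 33 at 45466934 (3.85, 2.61 to 5.83).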

The solid arc indicates significantly gained interaction between *Vegfa* and a distal bin (orange shading). Conversely, the dashed arc indicates significantly reduced interactions between *Vegfa* and distinct distal bin (purple shading). The originally interacting bin harbours active *cis*-regulatory signatures. Hi-C contact heatmaps display the raw counts in 5 kb windows. H3K9me3, CTCF, SMC3, and H3K27ac ChIP-seq tracks are displayed as input subtracted RPKM values with y-axis ranging from 0-5, 0-5, 0-10 and 0-5, respectively. ATAC-seq tracks are displayed as normalized read counts and y-axis are set from 0-80. WGBS datasets are shown as mCG/CG ratio for CG sites with more than 5 reads coverage and y-axis are set from 0-1. 5hmC datasets are displayed as RPKM values with y-axis are set from 0-10. RNA-seq datasets are shown as RPM values with y-axis ranging from 0-1.5.

**Supplementary Table 1. H3K9me3 ChIP-seq peak calling in mouse tissue/cell-types.**

A table showing numbers of H3K9me3 peaks called by EPIC v0.2.9 for each sample.

| <b>Tissue</b> | <b>Replicate</b> | <b>E14.5</b> | <b>E15.5</b> | <b>E16.5</b> | <b>P0</b> |
|---------------|------------------|--------------|--------------|--------------|-----------|
| Forebrain     | Rep1             | 30,719       | 16,562       | 40,486       | 22,891    |
|               | Rep2             | 25,796       | 21,596       | 33,723       | 24,525    |
| Midbrain      | Rep1             | 37,020       | 21,204       | 44,309       | 28,175    |
|               | Rep2             | 24,966       | 24,541       | 38,357       | 21,467    |
| Hindbrain     | Rep1             | 28,545       | 26,335       | 51,854       | 35,037    |
|               | Rep2             | 36,883       | 30,959       | 42,150       | 23,725    |
| Heart         | Rep1             | 55,017       | 26,363       | 57,408       | 37,087    |
|               | Rep2             | 57,853       | 24,051       | 55,046       | 40,026    |
| Liver         | Rep1             | 41,912       | 33,971       | 48,662       | 48,918    |
|               | Rep2             | 53,543       | 25,755       | 35,208       | 52,597    |
| Intestine     | Rep1             | 34,009       | 18,083       | 37,697       | 58,269    |
|               | Rep2             | 30,860       | 17,345       | 45,423       | 19,856    |
| Kidney        | Rep1             | 46,989       | 31,003       | 39,797       | N/A       |
|               | Rep2             | 26,805       | 24,973       | 52,220       | 15,868    |
| Lung          | Rep1             | 35,533       | 24,646       | 43,795       | 28,400    |
|               | Rep2             | 17,671       | 16,630       | 32,973       | 35,907    |
| Stomach       | Rep1             | 19,920       | 16,296       | 34,259       | 18,009    |
|               | Rep2             | 38,366       | 18,847       | 30,203       | 21,774    |

| <b>Cell Line</b> |        |  |  |  |  |
|------------------|--------|--|--|--|--|
| ESC              | 21,774 |  |  |  |  |

Uncropped blots of Supplementary Figure 2d

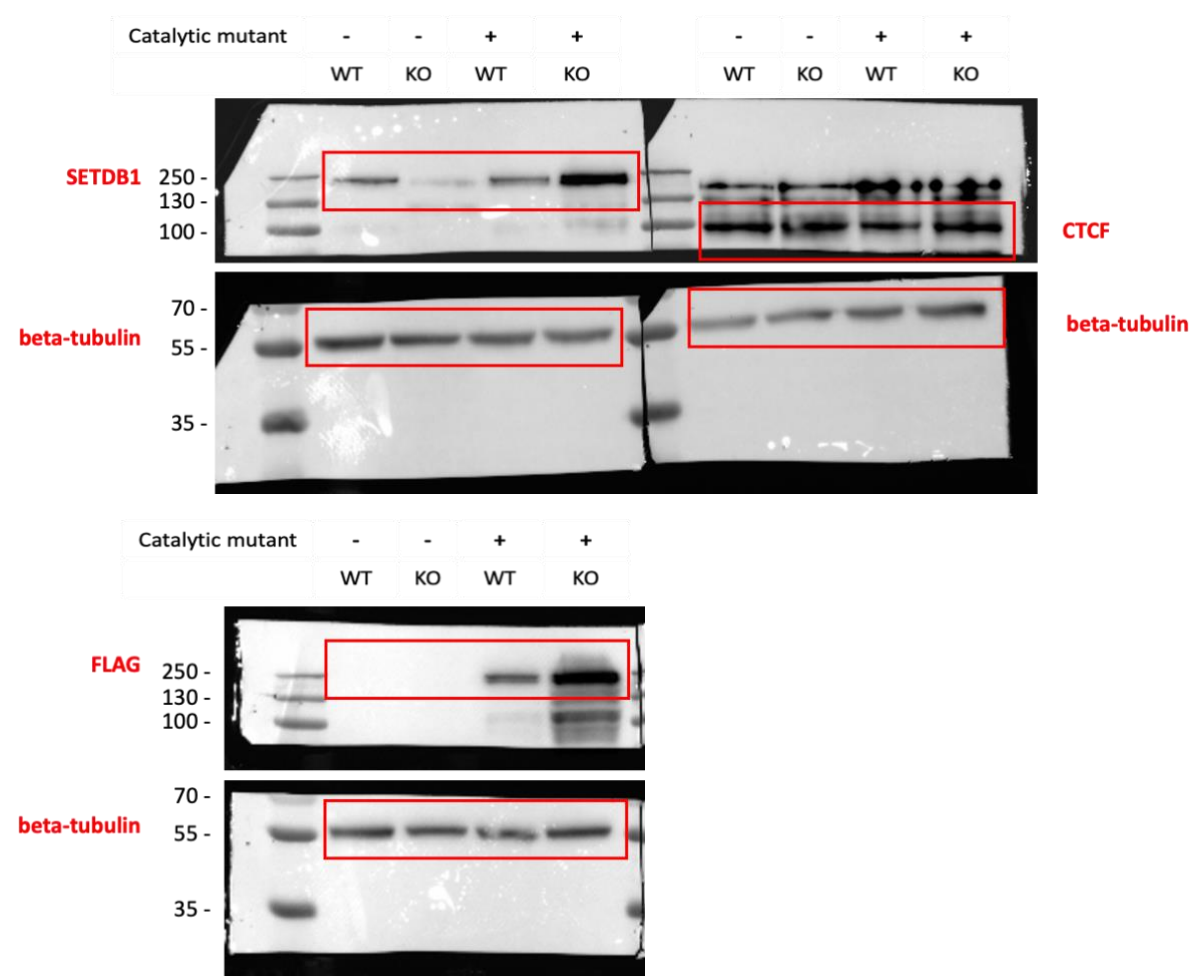

## Supplementary References

1. Karimi, M.M. *et al.* DNA methylation and SETDB1/H3K9me3 regulate predominantly distinct sets of genes, retroelements, and chimeric transcripts in mESCs. *Cell Stem Cell* **8**, 676-87 (2011).
2. Leung, D. *et al.* Regulation of DNA methylation turnover at LTR retrotransposons and imprinted loci by the histone methyltransferase Setdb1. *Proc Natl Acad Sci U S A* **111**, 6690-5 (2014).
3. Ong, C.T. & Corces, V.G. CTCF: an architectural protein bridging genome topology and function. *Nat Rev Genet* **15**, 234-46 (2014).
4. Castro-Diaz, N. *et al.* Evolutionally dynamic L1 regulation in embryonic stem cells. *Genes & Development* **28**, 1397-1409 (2014).
5. Kidder, B.L., Hu, G., Cui, K. & Zhao, K. SMYD5 regulates H4K20me3-marked heterochromatin to safeguard ES cell self-renewal and prevent spurious differentiation. *Epigenetics Chromatin* **10**, 8 (2017).
6. Jiang, Q. *et al.* G9a Plays Distinct Roles in Maintaining DNA Methylation, Retrotransposon Silencing, and Chromatin Looping. *Cell Rep* **33**, 108315 (2020).
7. Jiang, Y. *et al.* The methyltransferase SETDB1 regulates a large neuron-specific topological chromatin domain. *Nat Genet* **49**, 1239-1250 (2017).
8. Schwarzer, W. *et al.* Two independent modes of chromatin organization revealed by cohesin removal. *Nature* **551**, 51-+ (2017).
9. Ren, G. *et al.* CTCF-Mediated Enhancer-Promoter Interaction Is a Critical Regulator of Cell-to-Cell Variation of Gene Expression. *Mol Cell* **67**, 1049-1058 e6 (2017).
10. Warriar, T. *et al.* SETDB1 acts as a topological accessory to Cohesin via an H3K9me3-independent, genomic shunt for regulating cell fates. *Nucleic acids research* **50**, 7326-7349 (2022).

# Supplementary material for: Cell-type differential targeting of SETDB1 prevents aberrant CTCF binding, chromatin looping, and cis-regulatory interactions
**Source:** Nat Commun. 2024 Jan 2;15:15. doi: 10.1038/s41467-023-44578-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Supplementary Data Legends**

File Name: Supplementary Data 1

Description: A table showing the quality control metrics for each Hi-C experimental replicate as generated by Juicer. Also included are the numbers of Hi-C contacts defined in each cell line after merging replicates, which are the definitions used in differential analyses.

File Name: Supplementary Data 2

Description: A table showing non-H3K9me3 marked, dysregulated genes that reside in altered chromatin loops as defined by HiCCUPS. Also included are the altered interactions generated by FitHiC. "v" denotes presence.

File Name: Supplementary Data 3

Description: A table showing publicly available NGS Datasets included in integrative analysis and their sources.

# Supplementary material for: Cell-type differential targeting of SETDB1 prevents aberrant CTCF binding, chromatin looping, and cis-regulatory interactions
**Source:** Nat Commun. 2024 Jan 2;15:15. doi: 10.1038/s41467-023-44578-0
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                          |
|-----------------|------------------------------------------|
| Data collection | No software was used for data collection |
|-----------------|------------------------------------------|

## Data analysis

The software and versions used in this study are as follows:

Bowtie v1.2  
 Bowtie2 v2.3.3.1, v2.4.2  
 Picard v2.9.0, v2.23.8  
 EPIC v0.2.9  
 MACS2 v2.1.0  
 HOMER-4.9.1-6  
 STAR v2.5.3a  
 Bismark v0.29.0  
 Trim Galore v0.4.3, v0.6.6  
 GenomicAlignments v1.18.1  
 bamtools v2.5.1  
 DANPOS v2.2.2  
 deepTools v3.0.1  
 Juicer v1.5.6  
 cooltools v0.3.2

Normalization of MNase-seq was done with S3norm. (<https://github.com/guanjue/S3norm>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All next-generation sequencing data generated in this study have been deposited to GEO under the accession number GSE184471. All publicly available datasets used and their accession codes are as follows:

H3K9me3 ChIP-seq on mouse forebrain tissue embryo (14.5 days) ENCSR270WWV  
 H3K9me3 ChIP-seq on mouse forebrain tissue embryo (15.5 days) ENCSR668BBX  
 H3K9me3 ChIP-seq on mouse forebrain tissue embryo (16.5 days) ENCSR352NVU  
 H3K9me3 ChIP-seq on mouse forebrain tissue postnatal (0 days) ENCSR093DWU  
 H3K9me3 ChIP-seq on mouse midbrain tissue embryo (14.5 days) ENCSR948VPV  
 H3K9me3 ChIP-seq on mouse midbrain tissue embryo (15.5 days) ENCSR864DSI  
 H3K9me3 ChIP-seq on mouse midbrain tissue embryo (16.5 days) ENCSR571WQI  
 H3K9me3 ChIP-seq on mouse midbrain tissue postnatal (0 days) ENCSR065LAB  
 H3K9me3 ChIP-seq on mouse hindbrain tissue embryo (14.5 days) ENCSR689NXX  
 H3K9me3 ChIP-seq on mouse hindbrain tissue embryo (15.5 days) ENCSR299DRH  
 H3K9me3 ChIP-seq on mouse hindbrain tissue embryo (16.5 days) ENCSR427ZQB  
 H3K9me3 ChIP-seq on mouse hindbrain tissue postnatal (0 days) ENCSR365CUP  
 H3K9me3 ChIP-seq on mouse heart tissue embryo (14.5 days) ENCSR007XTC  
 H3K9me3 ChIP-seq on mouse heart tissue embryo (15.5 days) ENCSR071SQK  
 H3K9me3 ChIP-seq on mouse heart tissue embryo (16.5 days) ENCSR122CJZ  
 H3K9me3 ChIP-seq on mouse heart tissue postnatal (0 days) ENCSR965JWF  
 H3K9me3 ChIP-seq on mouse liver tissue embryo (14.5 days) ENCSR125VVG  
 H3K9me3 ChIP-seq on mouse liver tissue embryo (15.5 days) ENCSR855NKG  
 H3K9me3 ChIP-seq on mouse liver tissue embryo (16.5 days) ENCSR095FDG  
 H3K9me3 ChIP-seq on mouse liver tissue postnatal (0 days) ENCSR341XCL  
 H3K9me3 ChIP-seq on mouse intestine tissue embryo (14.5 days) ENCSR698WCJ  
 H3K9me3 ChIP-seq on mouse intestine tissue embryo (15.5 days) ENCSR311VKI  
 H3K9me3 ChIP-seq on mouse intestine tissue embryo (16.5 days) ENCSR358XYP  
 H3K9me3 ChIP-seq on mouse intestine tissue postnatal (0 days) ENCSR672UQX  
 H3K9me3 ChIP-seq on mouse kidney tissue embryo (14.5 days) ENCSR405TGI  
 H3K9me3 ChIP-seq on mouse kidney tissue embryo (15.5 days) ENCSR499NUH  
 H3K9me3 ChIP-seq on mouse kidney tissue embryo (16.5 days) ENCSR821GHK  
 H3K9me3 ChIP-seq on mouse kidney tissue postnatal (0 days) ENCSR498EVD  
 H3K9me3 ChIP-seq on mouse lung tissue embryo (14.5 days) ENCSR311LZM  
 H3K9me3 ChIP-seq on mouse lung tissue embryo (15.5 days) ENCSR773EGV  
 H3K9me3 ChIP-seq on mouse lung tissue embryo (16.5 days) ENCSR579UVB  
 H3K9me3 ChIP-seq on mouse lung tissue postnatal (0 days) ENCSR238ZCJ  
 H3K9me3 ChIP-seq on mouse stomach tissue embryo (14.5 days) ENCSR976GSO  
 H3K9me3 ChIP-seq on mouse stomach tissue embryo (15.5 days) ENCSR975QEX  
 H3K9me3 ChIP-seq on mouse stomach tissue embryo (16.5 days) ENCSR630AOU  
 H3K9me3 ChIP-seq on mouse stomach tissue postnatal (0 days) ENCSR556DLJ  
 RNA-seq on mouse forebrain tissue embryo (14.5 days) ENCSR185LWM  
 RNA-seq on mouse forebrain tissue embryo (15.5 days) ENCSR752RGN  
 RNA-seq on mouse forebrain tissue embryo (16.5 days) ENCSR080EVZ  
 RNA-seq on mouse forebrain tissue postnatal (0 days) ENCSR362AIZ

RNA-seq on mouse midbrain tissue embryo (14.5 days) ENCSR343YLB  
 RNA-seq on mouse midbrain tissue embryo (15.5 days) ENCSR557RMA  
 RNA-seq on mouse midbrain tissue embryo (16.5 days) ENCSR367ZPZ  
 RNA-seq on mouse midbrain tissue postnatal (0 days) ENCSR719NAJ  
 RNA-seq on mouse hindbrain tissue embryo (14.5 days) ENCSR559TRB  
 RNA-seq on mouse hindbrain tissue embryo (15.5 days) ENCSR401BSG  
 RNA-seq on mouse hindbrain tissue embryo (16.5 days) ENCSR285WZV  
 RNA-seq on mouse hindbrain tissue postnatal (0 days) ENCSR017JEG  
 RNA-seq on mouse heart tissue embryo (14.5 days) ENCSR727FHP  
 RNA-seq on mouse heart tissue embryo (15.5 days) ENCSR597UZW  
 RNA-seq on mouse heart tissue embryo (16.5 days) ENCSR020DGG  
 RNA-seq on mouse heart tissue postnatal (0 days) ENCSR526SEX  
 RNA-seq on mouse liver tissue embryo (14.5 days) ENCSR867YNNV  
 RNA-seq on mouse liver tissue embryo (15.5 days) ENCSR611PTP  
 RNA-seq on mouse liver tissue embryo (16.5 days) ENCSR826HIQ  
 RNA-seq on mouse liver tissue postnatal (0 days) ENCSR096STK  
 RNA-seq on mouse intestine tissue embryo (14.5 days) ENCSR932TRU  
 RNA-seq on mouse intestine tissue embryo (15.5 days) ENCSR370SFB  
 RNA-seq on mouse intestine tissue embryo (16.5 days) ENCSR848GST  
 RNA-seq on mouse intestine tissue postnatal (0 days) ENCSR331XCE  
 RNA-seq on mouse kidney tissue embryo (14.5 days) ENCSR504GEG  
 RNA-seq on mouse kidney tissue embryo (15.5 days) ENCSR062VTB  
 RNA-seq on mouse kidney tissue embryo (16.5 days) ENCSR537GNQ  
 RNA-seq on mouse kidney tissue postnatal (0 days) ENCSR173PJN  
 RNA-seq on mouse lung tissue embryo (14.5 days) ENCSR039ADS  
 RNA-seq on mouse lung tissue embryo (15.5 days) ENCSR457RRW  
 RNA-seq on mouse lung tissue embryo (16.5 days) ENCSR992WBR  
 RNA-seq on mouse lung tissue postnatal (0 days) ENCSR982MRY  
 RNA-seq on mouse stomach tissue embryo (14.5 days) ENCSR290RRR  
 RNA-seq on mouse stomach tissue embryo (15.5 days) ENCSR906YQZ  
 RNA-seq on mouse stomach tissue embryo (16.5 days) ENCSR466KZY  
 RNA-seq on mouse stomach tissue postnatal (0 days) ENCSR178GUS  
 CTCF ChIP-seq on mouse forebrain tissue postnatal (0 days) ENCSR677HXC  
 CTCF ChIP-seq on mouse midbrain tissue postnatal (0 days) ENCSR985ZTV  
 CTCF ChIP-seq on mouse hindbrain tissue postnatal (0 days) ENCSR150RGT  
 CTCF ChIP-seq on mouse heart tissue postnatal (0 days) ENCSR491NUM  
 CTCF ChIP-seq on mouse liver tissue postnatal (0 days) ENCSR041SMK  
 CTCF ChIP-seq on mouse intestine tissue postnatal (0 days) ENCSR002ZAG  
 CTCF ChIP-seq on mouse kidney tissue postnatal (0 days) ENCSR143WOK  
 CTCF ChIP-seq on mouse lung tissue postnatal (0 days) ENCSR418SBY  
 CTCF ChIP-seq on mouse stomach tissue postnatal (0 days) ENCSR104QEN  
 H3K9me3 ChIP-seq on WT(J1) and Dnmt TKO ES cells GEO: GSE29413  
 CTCF ChIP-seq on WT(J1) and Dnmt TKO ES cells GEO: GSE138102  
 RNA-seq on WT(J1) and Dnmt TKO ES cells GEO: GSE138102  
 HP1- $\alpha$ , - $\beta$ , and - $\gamma$  ChIP-seq on WT ES cells GEO: GSE97945  
 KAP-1 ChIP-seq on WT ES cells GEO: GSE58323  
 RNA-seq on WT and Setdb1 KO ES cells GEO: GSE29413  
 Bisulfite-seq on WT and Setdb1 KO ES cells GEO: GSE47894  
 5hmC Capture-seq on WT and Setdb1 KO ES cells GEO: GSE47892  
 CTCF ChIP-seq on WT and Setdb1 KO neurons GEO: GSE99363  
 H3K9me3 ChIP-seq on WT and Setdb1 KO neurons GEO: GSE99363  
 RNA-seq on WT and Setdb1 KO neurons GEO: GSE99363  
 H3K9me3 ChIP-seq on R1 shLuc ES cells GEO: GSE94086  
 H3K36me3 ChIP-seq on WT and Setdb1 KO ES cells GEO: GSE171749  
 CTCF ChIP-seq on Hepatocytes GEO: GSE93431  
 CTCF ChIP-seq on Th2 cells GEO: GSE66343  
 SMC3 ChIP-seq on Hepatocytes GEO: GSE93431  
 SMC1A ChIP-seq on E14 shCtrl and shSetdb1 ES cells GEO: GSE123245  
 SMC1A ChIP-seq on Th2 cells GEO: GSE66343  
 RAD21A ChIP-seq on Hepatocytes GEO: GSE93431  
 SETDB1 ChIP-seq on E14 shCtrl ES cells GEO: GSE123245  
 SETDB1 ChIP-seq on E14 ES cells GEO: GSE17642  
 H3K9me3 ChIP-seq on WT and Setdb1 KO ES cells GEO: GSE47894  
 H3K9me3 ChIP-seq on Th2 cells GEO: GSE66343

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or

|                                   |                |
|-----------------------------------|----------------|
| other socially relevant groupings |                |
| Population characteristics        | Not applicable |
| Recruitment                       | Not applicable |
| Ethics oversight                  | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was employed to determine sample size. Experiments were conducted on individual cell lines; therefore one biological sample was analyzed per condition.                                                                                                            |
| Data exclusions | No data was excluded from analyses                                                                                                                                                                                                                                                       |
| Replication     | For Hi-C experiment, two experimental replicates were conducted independently. Replicates were compared to ensure concordance of datasets. For H3K9me3, CTCF, SMC3 ChIP-seq data, two experimental replicates were conducted independently. All attempts at replication were successful. |
| Randomization   | Randomization is not relevant to this study. No randomization was conducted. Experiments were conducted in mouse embryonic cell line.                                                                                                                                                    |
| Blinding        | No blinding was conducted. No human subjects were involved in the study and no subjective measurements were taken.                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>ChIP-seq:</p> <p>H3K9me3 (Abcam, 8898) - <a href="https://www.abcam.com/products/primary-antibodies/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html">https://www.abcam.com/products/primary-antibodies/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html</a></p> <p>H3K27ac (Active motif, 39133) - <a href="https://www.activemotif.com/catalog/details/39133/histone-h3-acetyl-lys27-antibody-pab">https://www.activemotif.com/catalog/details/39133/histone-h3-acetyl-lys27-antibody-pab</a></p> <p>CTCF (Active Motif, 61311) - <a href="https://www.activemotif.com/catalog/details/61311/ctcf-antibody-pab">https://www.activemotif.com/catalog/details/61311/ctcf-antibody-pab</a></p> <p>SMC3 (Abcam, 9263) - <a href="https://www.abcam.com/products/primary-antibodies/smc3-antibody-ab9263.html">https://www.abcam.com/products/primary-antibodies/smc3-antibody-ab9263.html</a></p> <p>Western blot:</p> <p>SETDB1 (ThermoFisher, PA5-30334) (Dilution 1:1000) - <a href="https://www.thermofisher.com/antibody/product/SETDB1-Antibody-Polyclonal/PA5-30334">https://www.thermofisher.com/antibody/product/SETDB1-Antibody-Polyclonal/PA5-30334</a></p> <p>CTCF (Active Motif, 61311) (Dilution 1:1000) - <a href="https://www.activemotif.com/catalog/details/61311/ctcf-antibody-pab">https://www.activemotif.com/catalog/details/61311/ctcf-antibody-pab</a></p> <p>FLAG (Sigma-Aldrich, F3165) (Dilution 1:1000) - <a href="https://www.sigmaaldrich.com/HK/en/product/sigma/f3165#product-documentation">https://www.sigmaaldrich.com/HK/en/product/sigma/f3165#product-documentation</a></p> |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Tubulin (Abcam, 6046) (Dilution 1:20000) - <https://www.abcam.com/products/primary-antibodies/beta-tubulin-antibody-loading-control-ab6046.html>

## Validation

All antibodies used in this study came with provided certificate of analysis and had prior citations to show their specificity. Peptide arrays have also been carried out to validate specificity of histone modification antibodies.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                    |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | TT2 mESCs (clone 33#6, C1243A clone#21, and C1243A clone #31) lines. Cell lines were received from the Dr Matthew Lorincz's lab at University of British Columbia. |
| Authentication                                                       | No additional authentication was done                                                                                                                              |
| Mycoplasma contamination                                             | Cell lines tested negative for mycoplasma                                                                                                                          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                      |

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | Not applicable |
| Novel plant genotypes | Not applicable |
| Authentication        | Not applicable |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE184471>

Files in database submission

Raw files:

ChIPseq\_H3K9me3\_WT.fastq.gz  
 ChIPseq\_H3K9me3\_Setdb1KO.fastq.gz  
 ChIPseq\_input\_H3K9me3\_WT.fastq.gz  
 ChIPseq\_input\_H3K9me3\_Setdb1KO.fastq.gz  
 ChIPseq\_H3K27ac\_WT.fastq.gz  
 ChIPseq\_H3K27ac\_Setdb1KO.fastq.gz  
 ChIPseq\_input\_H3K27ac\_WT.fastq.gz  
 ChIPseq\_input\_H3K27ac\_Setdb1KO.fastq.gz  
 ChIPseq\_CTCF\_WT.fastq.gz  
 ChIPseq\_CTCF\_Setdb1KO.fastq.gz  
 ChIPseq\_input\_CTCF\_WT.fastq.gz  
 ChIPseq\_input\_CTCF\_Setdb1KO.fastq.gz  
 ChIPseq\_SMC3\_WT.fastq.gz  
 ChIPseq\_SMC3\_Setdb1KO.fastq.gz  
 ChIPseq\_input\_SMC3\_WT.fastq.gz  
 ChIPseq\_input\_SMC3\_Setdb1KO.fastq.gz  
 ChIPseq\_H3K9me3\_WT\_rep2.fastq.gz  
 ChIPseq\_H3K9me3\_Setdb1KO\_rep2.fastq.gz  
 ChIPseq\_input\_H3K9me3\_WT\_rep2.fastq.gz  
 ChIPseq\_input\_H3K9me3\_Setdb1KO\_rep2.fastq.gz  
 ChIPseq\_CTCF\_WT\_rep2.fastq.gz  
 ChIPseq\_CTCF\_Setdb1KO\_rep2.fastq.gz  
 ChIPseq\_input\_CTCF\_WT\_rep2.fastq.gz  
 ChIPseq\_input\_CTCF\_Setdb1KO\_rep2.fastq.gz  
 ChIPseq\_SMC3\_WT\_rep2.fastq.gz

ChIPseq\_SMC3\_Setdb1KO\_rep2.fastq.gz  
 ChIPseq\_input\_SMC3\_WT\_rep2.fastq.gz  
 ChIPseq\_input\_SMC3\_Setdb1KO\_rep2.fastq.gz  
 ChIPseq\_H3K9me3\_C21KO.fastq.gz  
 ChIPseq\_H3K9me3\_C31KO.fastq.gz  
 ChIPseq\_input\_H3K9me3\_C21KO.fastq.gz  
 ChIPseq\_input\_H3K9me3\_C31KO.fastq.gz  
 ChIPseq\_CTCF\_C21KO.fastq.gz  
 ChIPseq\_CTCF\_C31KO.fastq.gz  
 ChIPseq\_input\_CTCF\_C21KO.fastq.gz  
 ChIPseq\_input\_CTCF\_C31KO.fastq.gz  
 ATACseq\_WT.R1.fastq.gz  
 ATACseq\_WT.R2.fastq.gz  
 ATACseq\_Setdb1KO.R1.fastq.gz  
 ATACseq\_Setdb1KO.R2.fastq.gz  
 MNaseseq\_WT.R1.fastq.gz  
 MNaseseq\_WT.R2.fastq.gz  
 MNaseseq\_Setdb1KO.R1.fastq.gz  
 MNaseseq\_Setdb1KO.R2.fastq.gz  
 HiC\_WT\_rep1.R1.fastq.gz  
 HiC\_WT\_rep1.R2.fastq.gz  
 HiC\_Setdb1KO\_rep1.R1.fastq.gz  
 HiC\_Setdb1KO\_rep1.R2.fastq.gz  
 HiC\_WT\_rep2.R1.fastq.gz  
 HiC\_WT\_rep2.R2.fastq.gz  
 HiC\_Setdb1KO\_rep2.R1.fastq.gz  
 HiC\_Setdb1KO\_rep2.R2.fastq.gz

Processed files :  
 ChIPseq\_H3K9me3\_WT\_inputsubrpkm.bw  
 ChIPseq\_H3K9me3\_Setdb1KO\_inputsubrpkm.bw  
 ChIPseq\_H3K27ac\_WT\_inputsubrpkm.bw  
 ChIPseq\_H3K27ac\_Setdb1KO\_inputsubrpkm.bw  
 ChIPseq\_CTCF\_WT\_inputsubrpkm.bw  
 ChIPseq\_CTCF\_Setdb1KO\_inputsubrpkm.bw  
 ChIPseq\_SMC3\_WT\_inputsubrpkm.bw  
 ChIPseq\_SMC3\_Setdb1KO\_inputsubrpkm.bw  
 ChIPseq\_H3K9me3\_WT\_rep2\_inputsubrpkm.bw  
 ChIPseq\_H3K9me3\_Setdb1KO\_rep2\_inputsubrpkm.bw  
 ChIPseq\_CTCF\_WT\_rep2\_inputsubrpkm.bw  
 ChIPseq\_CTCF\_Setdb1KO\_rep2\_inputsubrpkm.bw  
 ChIPseq\_SMC3\_WT\_rep2\_inputsubrpkm.bw  
 ChIPseq\_SMC3\_Setdb1KO\_rep2\_inputsubrpkm.bw  
 ChIPseq\_H3K9me3\_C21KO\_inputsubrpkm.bw  
 ChIPseq\_H3K9me3\_C31KO\_inputsubrpkm.bw  
 ChIPseq\_CTCF\_C21KO\_inputsubrpkm.bw  
 ChIPseq\_CTCF\_C31KO\_inputsubrpkm.bw  
 ATACseq\_WT\_s3normreadscount.bw  
 ATACseq\_Setdb1KO\_s3normreadscount.bw  
 MNaseseq\_WT\_141to190\_wiq\_smooth.bw  
 MNaseseq\_Setdb1KO\_141to190\_wiq\_smooth.bw

Genome browser session  
(e.g. [UCSC](#))

<http://epigenomegateway.wustl.edu/browser/>  
 Session bundle Id: 75140330-66bd-11eb-830a-9fd8fd419734

## Methodology

|                         |                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | ChIP-seq was performed on two biological replicates.                                                                                                               |
| Sequencing depth        | ChIP-seq libraries were sequenced on the Illumina NextSeq platform with 75bp reads. All libraries were sequenced to greater than 20 million uniquely mapped reads. |
| Antibodies              | ChIP-seq: H3K9me3 (Abcam, 8898); H3K27ac (Active motif, 39133); CTCF (Active Motif, 61311); SMC3 (Abcam, 9263).                                                    |
| Peak calling parameters | macs2 callpeak --keep-dup all -g 2.43e9 -q 0.05.                                                                                                                   |
| Data quality            | Peak calls were used for confirmation of data quality. Comparison with previously published datasets from the same cell lines was conducted.                       |
| Software                | MACS2 v2.1.0                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

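CTCF binding was measured by ChIP-seq in WT ESCs and in *Setdb1* KO ESCs, in which *Setdb1* was deleted with 800 nM 4-OHT for 4 days before harvest on day 6. The authors aligned reads to mm10 (GRCm38) with Bowtie 1.2, removed duplicates with Picard and called peaks with MACS2 2.1.0, with the settings given in the Methods. The 2 deposited CTCF peak lists, 1 library per condition, were analysed. H3K9me3, SMC3, H3K27ac, ATAC-seq, MNase-seq, RNA-seq, DNA methylation and Hi-C were not analysed here, nor were CTCF in the other cell lines and the second libraries. In the deposited lists, the authors' fold enrichment is a ratio of the pileup to the background, each with a pseudocount of 1. The authors' p and q are given as -log10 values. The deposited score is the authors' -log10 q multiplied by 10 as a whole number, and the other deposited column is the offset of the summit in bp. These values were used to describe, rank or filter peaks within a list.

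The pileup n and the background were solved for each peak from the fold enrichment and the Poisson upper tail p (100% of WT peaks and 99.99% of *Setdb1* KO peaks, with a tolerance of 0.001 on -log10 p). Every solved background equalled, to within 0.0005, the genome-wide value or a whole number of input reads in a window of the fragment size, 1 kb or 10 kb, so that an input library was used as control. With the genome size of 2.43e+09 stated in the Methods, the lowest background gave 27.4 M tags and a fragment size of 186 bp for WT, with 30.9 M input tags, and 27.6 M tags and 193 bp for *Setdb1* KO, with 28.5 M input tags. This depth sets the counting error of each pileup, given as an exact Clopper-Pearson interval of the ratio. Shares have Wilson 95% intervals. No p-value between conditions was computed, since 1 library per condition was analysed.

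Peaks overlapping by at least 1 bp were taken as shared, and merged counts joined such peaks (bedtools 2.31.1). Places in genes came from GENCODE vM21, with promoters within 1 kb of a transcription start. A CTCF matrix was built from the 1000 shared *Setdb1* KO peaks with the highest -log10 q, from the seed CCASYAGRKGGCRS with 3 bp of flank, and a motif was called within 50 bp of the summit above the 99th percentile of the best scores in windows 1 kb to the left of the summits. The SINE B2 consensus was written from general knowledge of the element, with no source file, and not checked against a repeat database. Its first 75 bp were aligned to the sequence within 100 bp of each summit with BLASTN 2.17.0 (E-value of at most 0.001), and an alignment of at least 50 bp was counted. The other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and samtools 1.23.1. Solving, overlap, merging and the motif search were tested on simulated data: the pileup was recovered for 100% of 3567 simulated peaks, and the motif in 100% of 1500 windows with a motif, with 0.933% of windows without a motif called.

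The peaks and genes to be named followed a rule fixed before the data were examined: every region for which the paper gives coordinates, the 10 KO-only and the 5 WT-only peaks with the highest fold enrichment, the genes the paper names in claims on CTCF or loops, the 4 members of each of 15 gene lists with the most KO-only peaks, and the chromosomes and windows of 10 Mb with the highest and lowest KO-only percent. Which of these are described at greater length, the 3 peaks with CpG at position 2 and the single shared sites given with their pileups were chosen after their values were seen. Values in the paper's tables had been seen when the rule was written, among them the density of the authors' increased peaks on chromosome 5 from 110 Mb on, the lists of Supplementary Data 2 and the bins of Supplementary Fig. 5g. A gene counted when a KO-only summit lay within 10 kb of it. The lists are pluripotency, trophectoderm and placenta, imprinted, 2-cell-stage and germline genes, the H3K9 methylation machinery, CTCF and cohesin, clustered protocadherins, *Hox* clusters, *Zfp* genes, olfactory and vomeronasal receptors, and the 4 lists of Supplementary Data 2. Counts were set as a percentile among 10000 random lists of protein-coding genes matched in 20 bins of gene length, and counts of bins among 10000 random placements on the same chromosomes, as a description and not as a test.

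The alternatives fixed in advance were a reciprocal overlap of 50%, summits within 100 bp, no peak of the other list within 1 kb, -log10 q of at least 5 in both lists or in the counted list, fold enrichment of at least 5 in both lists, lists of equal length, matched depth, autosomes only, omission of chromosome 5 from 110 Mb on or other boundaries, other motif and B2 thresholds, gene windows of 0 or 50 kb, terciles by -log10 q and merging up to 100 bp apart. Scaling of the *Setdb1* KO pileups was added after the lists were seen and before its own result, and a -log10 p of at least 10 in both lists after that result.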

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

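The WT-only peaks are sites outside those the paper discusses, and 1426 of them were listed in WT ESCs with no overlapping *Setdb1* KO peak. Of these, 97.4% lay in the lowest tercile of the WT list by fold enrichment, against 31.2% of shared WT peaks, and 65.8% with 50% reciprocal overlap. A concentration at low enrichment is what peaks near the calling threshold need, a test planned before its result was seen, but it does not exclude weak sites that lost CTCF. The highest fold enrichments were 11.0 in *Khdrbs3* on chromosome 15, 9.69 in *Kdelr2* on chromosome 5, 9.55 in *Cacna2d2* on chromosome 9, 9.51 at 50.3 kb from *Wwox* on chromosome 8 and 9.37 in *Hivep3* on chromosome 4.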

How the results depend on the processing

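The scaling of *Setdb1* KO pileups was added after the lists were seen, though before its own result, and the cutoff of -log10 p of at least 10 after that result; the other alternatives were set before. No paired analysis was possible because the labels name no WT library as the partner of a *Setdb1* KO library and 1 library per condition was used. Over all alternatives, 357 values kept within their interval or within 1.5 times the count and 180 moved; among the main results these were 92 and 69, and among the others 265 and 111. The merged count stayed within 1.5 times its value under every alternative run for it. The KO-only count exceeded the WT-only count under every alternative, but with lists of equal length only as 5185 against 4814, where the equal length by itself removes most of the difference. That setting also gave 85.7% of KO-only and 93.8% of WT-only peaks in the lowest tercile, a KO-only percent of 11.9 on distal chromosome 5 (from 110 Mb on), 11.7 elsewhere and 17.9 in loop bins, a motif in 54.6% of KO-only peaks and 203 genes of the lists. With 50% reciprocal overlap there were 4910 WT-only peaks, lowest-tercile percents of 70.7 (KO-only) and 65.8 (WT-only), KO-only percents of 35.2 on distal chromosome 5 and 34.1 elsewhere, a motif in 40.8%, CpG at position 2 in 1.75% and B2 in 11.0%. With summits within 100 bp there were 2566 WT-only peaks, lowest-tercile percents of 79.3 and 85.2, and a KO-only percent of 30.3 outside distal chromosome 5. With no peak of the other list within 1 kb, the lowest tercile held 79.9% of KO-only peaks, the KO-only percent was 22.6 on distal chromosome 5 and 26.3 elsewhere, and a motif was in 37.7%. With -log10 q of at least 5 in both lists these values were 82.0, 24.6, 26.7 and 42.2. With that cutoff in the counted list alone they were 83.9, 21.4, 23.4 and 42.2, with 806 WT-only peaks. With fold enrichment of at least 5 they were 79.3, 24.5, 26.6 and 47.3, with 94.2% of WT-only peaks in the lowest tercile and B2 in 10.6%. By -log10 q, the lowest tercile held 83.0% of KO-only and 98.6% of WT-only peaks. Gene bins alone gave a KO-only percent of 40.0 in loop bins. The motif percent was 55.5 at the 95th percentile of control windows, with CpG at position 2 in 2.61%, and 26.4 within 100 bp. B2 was in 20.3% with an alignment of 80 bp or more. Genes of the lists with a KO-only peak numbered 261 for gene bodies and 1078 within 50 kb, against 495. Dividing the *Setdb1* KO pileups by the median ratio of shared peaks gave 81.9% of KO-only peaks in the lowest tercile, KO-only percents of 24.5 on distal chromosome 5 and 26.8 elsewhere, and a motif in 38.9%. With that division and -log10 p of at least 10 in both lists there were 5600 KO-only and 2826 WT-only peaks, 82.0% and 91.7% of them in the lowest terciles, KO-only percents of 15.7 on distal chromosome 5, 13.9 elsewhere and 20.2 in loop bins, a motif in 57.9%, B2 in 10.3% and 210 genes of the lists. With -log10 p of at least 10 and no division there were 945 WT-only peaks with 96.3% in the lowest tercile, KO-only percents of 23.8 on distal chromosome 5 and 25.4 elsewhere, a motif in 47.9% and B2 in 10.7%. Which of the KO-only percents on distal chromosome 5 and elsewhere was higher changed with 50% reciprocal overlap, with lists of equal length and with the division at -log10 p of at least 10. Where no construction is named, the cause was not tested. Depth limits sites with few fragments: the median KO-only peak had 18 fragments over its summit.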

Other observations

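The tests of the strong peaks on chromosome 5, of its distal end and of regions of chromosome 8 were chosen after the result was seen, as were the tag ratio used for depth and the cutoff used after scaling; the other tests were written before their results, that by scaling after the lists had been seen. Among the gene lists, a KO-only CTCF peak lay within 10 kb of 18 of 32 imprinted genes (percentile 88.3 among length-matched random lists), 10 of 20 trophectoderm and placenta genes (88.4), 6 of 18 pluripotency genes (47.4) and 10 of 22 germline genes (73.5). The imprinted gene *Meg3* had 4 KO-only peaks and 1 shared peak, with the strongest at its promoter (fold enrichment 10.7), and *Airn* had 2. Among pluripotency genes, *Sall4* and *Esrrb* had 3 each, and among germline genes *Mael*, *Sycp1* and *Tdrd1* had 2 each. Of the list of H3K9 methylation machinery, which also holds DNA methylation and demethylation genes such as *Uhrf1* and *Tet2*, 16 of 23 genes had one (percentile 97.0), with 4 of 5 *Setdb1* KO peaks at *Uhrf1*, 4 of 8 at *Cbx1*, 4 of 6 at *Tet2* and 3 of 8 at *Pphln1*. Of the CTCF and cohesin genes, 9 of 15 had one (64.5), with 3 at *Smc3*.

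None of 21 2-cell-stage genes had a KO-only peak (percentile 0.165), and 1 of them had any *Setdb1* KO peak within 10 kb, but 7 had a KO-only peak within 50 kb. Olfactory and vomeronasal receptor genes had one at 139 of 1464 genes (percentile 0), and 291 had any. The random lists were matched for gene length only, and whether reads align uniquely at the 2-cell-stage and receptor genes was not tested. Their low percentiles therefore do not show a depletion of KO-only peaks as such. Of 56 clustered protocadherins, 41 had one (percentile 100), but these genes overlap on 1 chromosome and share peaks, such as the 10 near *Pcdha1*. *Hox* genes had one at 15 of 39 (87.8), with 2 at *Hoxd13*, and *Zfp* genes at 145 of 365 (26.3), with 6 at *Zfp74*. Of all 21924 protein-coding genes, 41.9% had one.

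The other genes with the most KO-only peaks in their lists were *Dppa3* (1 of 3 *Setdb1* KO peaks), *Tead4* (1 of 5), *Gnas* (2 of 4), *Nespas* (2 of 3), *Nipbl* (2 of 7), *Adnp2* (2 of 3), *Adnp* (2 of 6), *Pcdha2* (10 of 26), *Pcdha3* (10 of 25), *Pcdha4* (10 of 24), *Hoxc5* (2 of 5), *Hoxb7* and *Hoxb6* (2 of 4 each), *Zfp961* (4 of 6), *Zfp580* (4 of 5), *Zfp872* (3 of 4), *Olfr1381* and *Olfr1420* (2 of 2 each), *Olfr279* (2 of 4) and *Olfr372* (2 of 3), and in the lists of loops *Tulp4* (3 of 5), D10Wsu102e (3 of 5), *Mctp2* (3 of 10), *Ankrd33b* (2 of 6), *Fmnl2* (4 of 10) and *Ncam1* (3 of 12). On chromosome 6, 201 of 677 *Setdb1* KO peaks were KO-only in the region of Fig. 4d. In Supplementary Fig. 4b these were 442 of 1453 in the top region and 10 of 33 in the bottom region, which lies within the top one.

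Over the alternatives, the number of genes with a KO-only peak ranged from 12 to 19 for imprinted, 3 to 16 for trophectoderm and placenta, 1 to 11 for pluripotency and 5 to 18 for germline genes. It ranged from 10 to 21 for the H3K9 methylation machinery, 2 to 13 for CTCF and cohesin, 30 to 51 for protocadherins, 2 to 34 for *Hox*, 54 to 261 for *Zfp* and 40 to 486 for olfactory and vomeronasal receptor genes. The highest counts were those within 50 kb of the gene, and the lowest for pluripotency, germline, H3K9 machinery and CTCF and cohesin genes those with lists of equal length.

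On every chromosome, part of the *Setdb1* KO peaks of ESCs were KO-only. The percent was highest on chromosome X, at 41.7 (95% interval 39.3 to 44.2), followed by chromosomes 16, at 32.0 (30.0 to 34.2), and 12, at 31.6 (29.9 to 33.5). Shared sites on chromosome X were weaker, with 0.589 times the median pileup of the autosomes in *Setdb1* KO and 0.632 times in WT, and their median pileup ratio was 1.33, against 1.36 for all shared sites, so that the high percent there does not show a larger gain per site. Among 230 windows of 10 Mb with at least 100 *Setdb1* KO peaks, the median was 28.6%. The highest windows were those from 70 to 80 Mb on chromosome X (45.9%), from 70 to 80 Mb on chromosome 16 (44.5%), from 150 to 160 Mb on chromosome X (43.2%), from 0 to 10 Mb on chromosome 18 (42.4%) and, with equal values of 42.0%, from 90 to 100 Mb on chromosome 12 and from 160 to 170 Mb on chromosome X. The lowest were those from 140 Mb on chromosome 7 (18.4%), from 60 to 70 Mb on chromosome 14 (19.7%) and from 120 Mb on chromosome 9 (20.0%).

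KO-only peaks outnumbered WT-only peaks by 12.1 to 1. Greater depth of the *Setdb1* KO library is argued against by a tag ratio of 1.01 between the libraries; the test first planned, on the lowest background, gave 1.04, a value that also moves with fragment size. Peaks that cross the calling threshold by chance, alike in both lists, cannot be told apart by counts at other cutoffs. An unequal count in the 2 lists is the pattern to be explained. With -log10 q of at least 5 in the counted list alone, 12745 KO-only and 806 WT-only peaks were left. Of those KO-only peaks, 83.9% lay in the lowest tercile. The ratio of 12.1 with that cutoff in both lists is above the bound of 1.5 written beforehand. That bound was wrong, since a cutoff raised in both lists moves the threshold with it and left 82.0% of KO-only peaks in the lowest tercile. Lists of equal length gave 5185 KO-only and 4814 WT-only peaks, where the equal length by itself removes most of the difference. Weak sites that pass the threshold only in *Setdb1* KO, through a higher enrichment at all sites, are not covered by these counts either. A higher ChIP enrichment of the *Setdb1* KO library at all sites stays open and cannot be told apart from a gain of binding: after division by the median pileup ratio and at -log10 p of at least 10, the ratio was 1.98, against 13.1 undivided. At the lowest -log10 p of the WT list it was 9.29, which by the bound of 3 written beforehand would argue against this explanation; that cutoff was set aside after the result was seen, because few WT peaks lie near it (10th percentile 8.59), and over the 11 cutoffs then looked at the ratio ranged from 1.62 to 9.29.

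On chromosome 5 from 110 Mb on, a boundary read from the paper's increased peaks of these cells, 26.6% of *Setdb1* KO peaks were KO-only, which 90.2% of random stretches of as many neighbouring peaks reached. Among peaks with a fold enrichment of at least 10 it was 4.17% against 2.45% elsewhere, which 0% of stretches outside the region reached (64 KO-only peaks against at most 62; at most 0.0631% at the 5 fold cutoffs looked at, and 2.98% to 5.02% with stretches that hold part of the region), but chance cannot be told apart, because the boundary came from increased peaks of the same cells. A gain of copies of the whole region is argued against by a relative background of 0.973 (upper bound of the bootstrap 95% interval 0.996). A strain variant that makes and removes sites alike would need *Setdb1* KO and WT cells of different strains. The Methods describe the KO as induced by 4-OHT and name no other strain for it. Such a variant is also argued against by the shared sites with at least 60 fragments. Those at no more than 0.5 times the median pileup ratio were 0.0664% there (upper bound 0.375%) and 0.0738% elsewhere. Those at 2 times or more were 7.17% and 2.37%. For whole peaks made or removed alike, WT peaks with a fold enrichment of at least 10 were looked at. Of 1026 there, 0 were WT-only (upper bound 0.373%), against an excess of 1.72 percentage points of KO-only peaks. Elsewhere 0.00512% were WT-only. That cutoff was set after values were seen. Over all peaks the KO-only percent there was below the 28.9 elsewhere, so that the test covers strong peaks only. Variants that change how reads map were not tested. From 145 Mb on, which was picked as the 2 highest of 390 windows, the median pileup ratio of 339 shared sites was 1.61, so that its rank above other stretches (0% as high, highest 1.53) follows from the choice and chance cannot be told apart. A gain of copies of that end cannot be told apart either, with a relative background ratio of 1.07 (1.01 to 1.14), and an effect of loss of SETDB1 on this end was not tested.

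Chromosome 8 had a higher background than the other autosomes in both libraries, 1.32 times in *Setdb1* KO and 1.31 times in WT, where no other autosome exceeded 1.02. A few regions with high background are argued against, since 100% of its 23 windows of 5 Mb were above 1.1 in both lists. The median pileup of shared sites was 1.25 times that of other autosomes in *Setdb1* KO and 1.24 in WT, which may reflect an extra copy of chromosome 8 in part or all of the cells of both lines. Apart from an extra copy no biological explanation was tested, since both conditions show the pattern, and the KO-only percent on chromosome 8 was 27.6.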
